# Transcriptomic profile of semitendinosus muscle of bulls of different breed and performance

**DOI:** 10.1007/s13353-020-00577-1

**Published:** 2020-08-26

**Authors:** Anna Ciecierska, Tomasz Motyl, Tomasz Sadkowski

**Keywords:** Myogenesis, Skeletal muscle, Protein metabolism, Cattle, Gene expression, Microarray

## Abstract

The aim of the study was to compare the transcriptomic profiles of fully differentiated skeletal muscle derived from bulls belonging to different breeds of varying performance. Microarray analyses were performed to determine the differences in the expression profiles of genes between semitendinosus muscles of 15-month-old beef-breed bulls (Limousin—LIM and Hereford—HER) and dairy-breed bulls (Holstein Friesian—HF). These analyses allowed for the identification of those genes the expression of which is similar and characteristic of fully differentiated muscle in beef breeds, but differs in skeletal muscle of a typical dairy breed. The analysis revealed 463 transcripts showing similar expression in the semitendinosus muscle of beef breeds (LIM/HER), in comparison with the dairy breed (HF). Among the identified genes, 227 were upregulated and 236 were downregulated in beef breeds. The ontological analyses revealed that the largest group of genes similarly expressed in LIM and HER was involved in the processes of protein metabolism and development of muscle organ. In beef breeds, some genes involved in protein synthesis and proteolysis showed an upregulation, including *ctsd*, *ctsf*, *fhl2*, *fhl3*, *fst*, *sirt1*, and *trim63*, whereas some were downregulated, including *bmpr1a*, *bmpr2*, *mstn*, *smad2*, *hspa8*, *gsk3β*, and *tgfβ2*. The expression of the chosen genes was confirmed by RT-qPCR technique. Thus, it can be assumed that the identified genes involved in the regulation of growth and development of muscle tissue and the processes of protein metabolism in the examined cattle breeds may be responsible for the greater gain of muscle mass in beef-breed bulls.

**Electronic supplementary material:**

The online version of this article (10.1007/s13353-020-00577-1) contains supplementary material, which is available to authorized users.

## Introduction

The quality of livestock meat is very important from an economic point of view, and hence, research has been carried out over the past few decades to increase the production of beef, accelerate the growth rate of cattle, and improve the quality of meat (Hocquette et al. 2007; Pires et al. 2017).

Cattle breeds showing different levels of performance are characterized by differences in the structure and physiology of skeletal muscles. The late-maturing Limousin (LIM) cattle breed (with a large proportion of muscle in the carcass and a small amount of adipose tissue) and the early-maturing Hereford (HER) breed (with a large proportion of well-marbled muscle) are both beef breeds, whereas the early-maturing and poorly muscled Holstein Friesian (HF) is a typical dairy breed. The gains of muscle mass up to the 16th month of life are about 1000–1300, 850–1400, and 800–1000 g per day in LIM, HER, and HF breeds, respectively. The reason for these differences observed in the gain of muscle mass is not sufficiently explained, and the genes determining the rate of growth and metabolism of muscle tissue in these breeds remain to be identified (Motyl et al. 2009).

In the last decades, many papers have been published describing the studies using microarray for the investigation of myogenesis-related processes, which enabled the identification of genes affecting the quantity and quality of meat derived from livestock, including cattle (Bernard et al. 2007; Hocquette et al. 2007; Zhao et al. 2012). Sadkowski et al. (2006) studied the differences in gene expression in the semitendinosus muscle of bulls depending on their age. In addition, the authors also performed high-throughput gene expression analysis in the muscle tissue obtained from 12-month-old beef- and dairy-breed bulls (Sadkowski et al. 2009b). Yu et al. (2007) identified the genes showing varied expression in the skeletal muscles of different bovine breeds. Additionally, Lehnert et al. (2007) studied the development of the longissimus muscle in beef cattle breeds, such as Piedmontese, Wagyu, and Hereford. Wang et al. (2005) performed transcriptomic analysis of skeletal muscles obtained from bulls of Japanese Black and Holstein breeds. However, although these microarray studies provided a lot of important information, they generated many questions about the growth and metabolism of skeletal muscles.

The aim of this study was to examine and compare the transcriptomic profiles typical of fully differentiated/matured (15-month-old) skeletal muscle in cattle depending on their breed and performance. The analysis allowed for a better understanding of the genetic regulation of the development of muscle tissue, as well as determining the putative genes involved in myogenesis and development of muscle tissue in beef-breed bulls.

It was assumed that the results obtained will enable the selection of those genes that are involved in the process of myogenesis and maturation of skeletal muscle and modification of their expression for achieving greater gains of muscle mass in beef-breed bulls.

## Materials and methods

### Animals

All the procedures related to animal experiments were approved by the Local Ethics Committee.

The experimental group consisted of bulls belonging to three cattle breeds differing in meat production and performance: LIM (beef breed, capable of high-meat low-fat production; *n* = 4), HER (beef breed, capable of high-meat high-fat production; *n* = 4), and HF (dairy breed; *n* = 4) used as a reference. The bulls were housed, fed, and slaughtered at the age of 15 months as described earlier (Sadkowski et al. 2009a, 2018). The muscle tissue samples were compared individually—4 biological repetitions.

### Tissue sampling, RNA isolation and validation

Tissue sampling (*m. semitendinosus*) and total RNA isolation and validation were done as described in previous papers (Sadkowski et al. 2008, 2009a); briefly, the muscle samples were taken immediately after slaughter, from the central portion of the muscle, dissected free of connective and adipose tissue, and frozen in liquid nitrogen until analyzed. The quality of RNA samples was assessed using Bioanalyzer 2100 (Agilent Technologies, USA). Samples with RIN (RNA integrity number) ˃ 9 were subjected to further analysis.

### Microarray analysis

The gene expression profile was analyzed using Bovine (V2) Gene Expression Microarray 4 × 44 K oligonucleotide slides (Agilent Technologies, USA) and Two-Color Microarray-Based Gene Expression Analysis kit (Agilent Technologies, USA). Probe labeling, hybridization, signal detection, and data extraction were done as described in a previous paper (Wicik et al. 2011). The comparison of transcriptomic profiles of semitendinosus muscle (*m. semitendinosus*) of 15-month-old bulls from beef breeds Limousin (LIM) and Hereford with bulls of the Holstein-Friesian (HF), a dairy breed (reference), was done using the GeneSpring software (Agilent Technologies, USA), *t* test with *p* ≤ 0.05 and fold change ≥ 1.3 as the criteria of significance. Each comparison was performed individually, in four biological repetitions. In the subsequent stage, a comparative analysis of both transcriptomes was performed, aiming at identifying common genes with different expression in the muscles of bulls from beef breeds (LIM, HER). The data obtained from the microarray experiment were deposited in the NCBI (National Center for Biotechnology Information) Gene Expression Omnibus database and numbered GSE137565 (HER vs. HF) and GSE137566 (LIM vs. HF).

### Real-time qPCR

To verify the microarray results, real-time quantitative polymerase chain reaction (qPCR) was applied. The mRNA sequences of the genes selected for validation were obtained from the NCBI Nucleotide database. Primer sequences were designed using the Primer3 and Primer-Blast software (NCBI database) and then checked using Oligo Calculator as described previously (Szcześniak et al. 2016). The sequences of the designed primers are listed in Supplementary Table 1. Glyceraldehyde-3-phosphate dehydrogenase (*gapdh*) was used as a nonregulated, reference gene for normalizing the expression of the verified genes (Pérez et al. 2008). qPCR was performed according to the methodology earlier described (Sadkowski et al. 2014). The results were evaluated according to the Livak method (Schmittgen and Livak 2008).

### Western blot analysis

The protein extracts obtained from the skeletal muscle tissues were lysed with RIPA buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% NP-40, 0.25% Na-deoxycholate, and 1 mM PMSF) supplemented with protease inhibitor cocktail and phosphatase inhibitor cocktail (Sigma-Aldrich, USA) for 30 min at 4 °C. The lysates were cleared for 30 min at 14000 rpm, and the supernatants were collected. The concentration of protein in the lysates was determined using Bio-Rad Protein Assay Dye Reagent according to the manufacturer’s instructions (Bio-Rad Laboratories Inc., USA). The proteins (50 μg) were resolved by SDS-PAGE and transferred onto a PVDF membrane (Sigma-Aldrich, USA). For immunostaining, the membranes were blocked with 5% nonfat dry milk in TBS (20 mM Tris-HCl, 500 mM NaCl) containing 0.5% Tween 20. The membranes were then incubated with the following primary antibodies: monoclonal anti-mouse GDF-8 antibody (R&D Systems, USA) (1:100) and polyclonal goat GAPDH antibody (Santa Cruz Biotechnology, USA) (1:500). Then, the membranes were washed three times for 15 min and incubated further with appropriate secondary antibodies conjugated with an IRDye 680 or IRDye 800 CW fluorophore (LI-COR Biosciences, USA) (1:5000). An Odyssey Infrared Imaging System (LI-COR Biosciences, USA) was used to analyze the fluorescence. The scan resolution of the instrument was set at 169 μm, and the intensity at 4. The integrated optical density (IOD) was quantified using the analysis software provided with the Odyssey scanner (LI-COR Biosciences, USA) and normalized to GAPDH. Immunoblot analysis was performed on the samples obtained from four individuals of each breed (*n* = 4). For the purpose of publication, the color immunoblot images were converted into black and white in the Odyssey software.

### Statistical analysis

Statistical analysis of the microarray data was performed using the GeneSpring software (Agilent Technologies, USA). The results of qPCR and Western blot were analyzed using Prism 5.0 (GraphPad Software, USA). Statistical significance was checked using the one-way ANOVA (ANalysis Of VAriance) with Tukey post hoc test. The differences at the level of *p* ≤ 0.05, *p* ≤ 0.01, and *p* ≤ 0.001 were considered as significant and marked with one (*), two (**), and three (***) asterisks, respectively. The data are shown as means ± SEM (standard error of the mean).

### Functional analysis

The results were subjected to ontological analysis using the following online available databases: Panther Classification System (http://www.pantherdb.org) with a statistical overrepresentation test with Bonferroni correction; DAVID (Database of Annotation, Visualization, and Integrated Discovery) (https://david.ncifcrf.gov/), and Pathway Studio Web (Elsevier, Netherlands). In addition, during the development of data from microarrays, numerous internet databases, grouped in NCBI, such as GenBank, OMIM, PubMed, and iHOP, were used.

## Results

### Transcriptomic analysis

Four hundred ninety-nine common transcripts were identified for individuals of LIM and HER breeds, relative to individuals of the HF breed, in which expression differences were statistically significant (Fig. 1). 

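The array data analysed here were those of the HER to HF comparison. The LIM arrays, on which the common transcripts also rest, were not analysed here. Semitendinosus RNA from 4 HER bulls and 4 HF bulls aged 15 months was hybridised in pairs to 4 dual-colour Agilent bovine arrays, 1 bull of each breed per array, and the 4 arrays lay on 1 slide. The precision is limited by the number of arrays. The scanner files had been written by Agilent's Feature Extraction software. The median signal was 129 to 160.5 in the Cy5 channel and 77 to 138 in the Cy3 channel over a median background of 37 to 41, and 76.7% to 82.1% of the spots in Cy5 and 65.2% to 76.3% in Cy3 were well above background. No spot was saturated. The log10 ratios in the deposited series table were those of the scanner software on every array, with a median of 0. From the scanner's median signals, the background was corrected with normexp (offset 50), each array was normalized by loess, and limma was applied to the log2 ratios of the 4 arrays. The test covered 32606 of 43653 probes, those well above background in at least 1 channel on every array; 19176 of them carried a gene symbol, for 9439 genes. Over these probes the log ratios of array pairs correlated at r = 0.332 to 0.618 across probes, which are not independent replicates. All signed values are log2(Cy5/Cy3), because the sources do not settle which dye held which breed. By the dye labels of all 4 arrays Cy3 was HER and Cy5 was HF, so that the signs given here then oppose the study's tables for 123 of 126 measured genes; a remark in the same labels speaks of exchanged dyes. The fold changes in Supplementary Tables 2, 4 and 6 run instead with Cy5 over Cy3, in sign for these 123 genes (85 with median centring) and in size (r = 0.954 across genes). The breed direction was therefore left open, and since every array had 1 dye orientation, a dye effect common to all probes of a gene could not be separated from the breed.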

Four hundred sixty-three common transcripts were selected for further analyses, whose expression change occurred in the same direction in both beef breeds. It was assumed that the selection criterion will enable identification of the putative genes regulating the process of muscle organ development, as well as influencing greater growths of muscle mass in bulls of beef breeds than in dairy breed. 

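The Cy5 and Cy3 samples, muscle of 1 breed each, differed at 1078 of the 32606 probes at an adjusted p under 0.05 in limma. Of these, 639 were higher and 439 lower in the Cy5 sample, with all called probes running 1 way on all 4 arrays, and they stood for 341 named genes that were higher and 209 that were lower. The median size of a called log2 ratio was 0.72 and the smallest was 0.40. By the study's criterion, an unadjusted p of at most 0.05 with a fold change of at least 1.3, 2595 probes were higher and 2112 lower, 4707 in all. The p part alone passed 8044 probes, where 1630 would pass by chance. Over all tested probes, 32.8% ran 1 way on all 4 arrays against 12.5% by chance. The calls rested on all 4 arrays, since 115, 38, 5 and 5 probes were called without arrays 1, 2, 3 and 4, and the methods' t-test, which passed 2887 probes at the study's criterion, called none after adjustment. Of the calls 59.3% were higher in Cy5 after loess, but 93.4% when each array was only centred on its median, which left a median log2 ratio of 0.24 over the tested probes.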

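Among called genes with a symbol, the largest log2 ratio was that of *cebpd*, a transcription factor of the acute-phase response, at 3.57 (11.8-fold, adjusted p = 0.00562 from limma, higher in Cy5 on 4 of 4 arrays). It was followed by the complement gene *c4a* at 2.37, the small GTPase gene *rrad* at 2.33, *cd5l*, which encodes a protein secreted by macrophages, at 2.07 and *retreg1*, an autophagy receptor of the endoplasmic reticulum, at 1.95. Procollagen enhancer *pcolce2* and *klf4* were at 1.84, *art3* at 1.80, the Krüppel-like factor gene *klf15* at 1.72 and the NF-κB inhibitor gene *nfkbia* at 1.69. In the opposite direction, *mettl21e*, a methyltransferase gene, and *mchr1*, a melanin-concentrating hormone receptor gene, were at -2.86. The fibrillar collagen genes *col3a1* and *col1a1* were at -2.08 and -2.05, *extl1* at -1.77, *chn1* at -1.68, the splicing factor gene *cwc25* at -1.62, *mtmr2* at -1.52 and *myl3*, a myosin light chain of slow fibres, at -1.50. At its called probe *asip*, the agouti signalling gene, was not well above background in Cy5 on any array. It was thus at least 3.02-fold higher in Cy3 there, a bound set by the lowest signal above background after normalization of the separate channels. All were called at an adjusted p under 0.05, with 1 direction on 4 of 4 arrays, and the positive genes would be higher in HER if Cy5 were HER, as the signs of Supplementary Tables 2, 4 and 6 have it, and in HF by the dye labels. Of the genes above, these tables of fold changes hold *c4a*, *rrad*, *pcolce2*, *klf4* and *col3a1*. Each gene is given at its probe with the largest called change; the brightest probe for *col3a1* under the tables' accession was at -1.68. *Cebpd* and *retreg1* alone among these genes stayed called whichever array was left out. Other probes for *extl1* (0.03) and *cwc25* (0.25) had the opposite sign, and uncalled ones for *c4a* (0.42 and 0.79), *cd5l* (0.30), *klf15* (0.31), *col3a1* (-0.81), *col1a1* (-0.54) and *mtmr2* (-0.17) were less than 50% as large. The remaining probes for *extl1* (-0.80 and -0.77), *cwc25* (-1.51 to -1.23) and *mtmr2* (-1.56 to -1.27) kept the sign, most of those for *cwc25* and *mtmr2* uncalled. A second probe for *asip* was at -1.20 ± 0.87 (SD, n = 4) and uncalled (adjusted p = 0.0895 from limma). The bound for *asip* therefore holds for its called probe alone. The call of *myl3* ended with median centring, and those of *cwc25* and *mtmr2* without the filter on dim probes. On arrays 1 to 4 *cwc25* was at -0.72, -2.19, -1.17 and -2.42, and *mtmr2* ran alike at -0.66, -2.00, -1.17 and -2.26. Whether their probes measure separate transcripts was not tested.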

Among the 463 identified transcripts, 236 demonstrated elevated, and 227 reduced expression in the case of beef breeds than in dairy breed. Sequences, to which the manufacturer of microarray did not assign gene name, were compared with the NCBI Blastn Nucleotide base in order to assign gene name. Sequences not showing 100% complementarity with bovine or mammalian mRNA were excluded from further analyses. As a result of further ontological analyses, all common, non-duplicated genes (454) with the same direction of expression change in beef breeds (differentially expressed genes—DEGs).

**Fig. 1:**
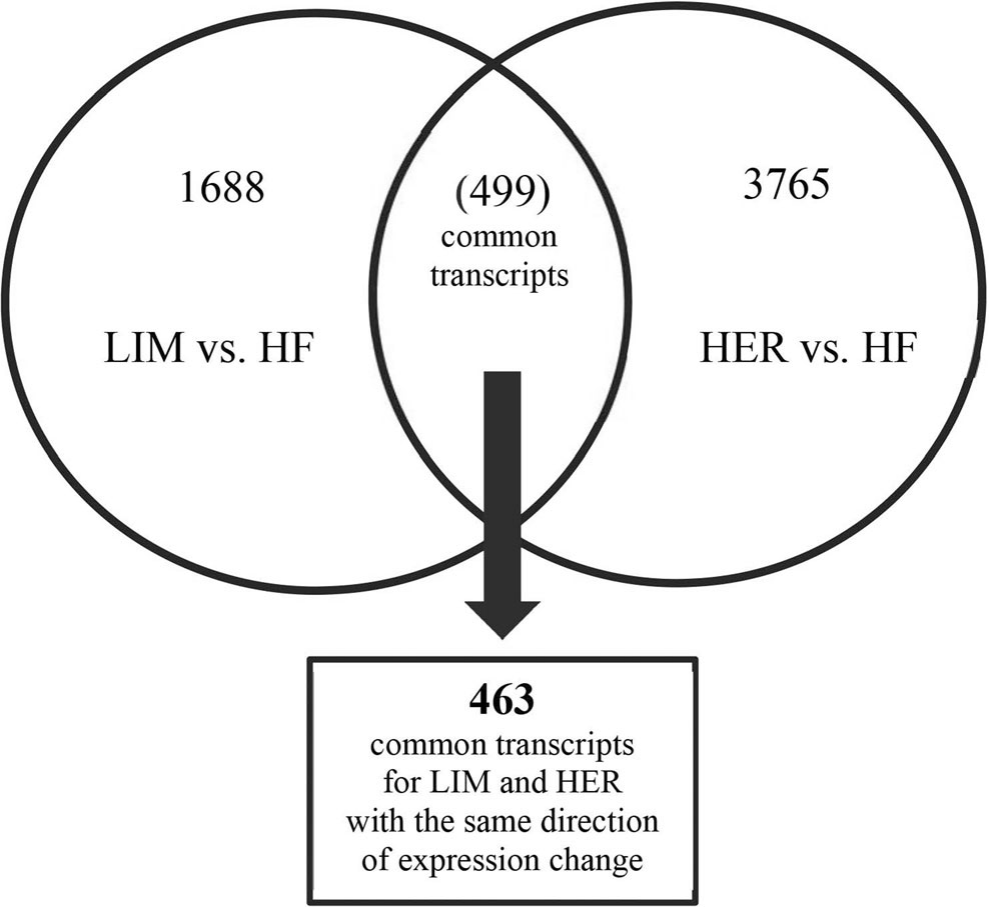
Number of transcripts identified in the comparison of semitendinosus muscle tissue in 15-month-old bulls from beef breeds (LIM and HER) with semitendinosus muscle transcriptomes of bulls from dairy breed (HF); *p* ≤ 0.05, FC ≥ 1.3, *n* = 4 for each breed

Using the Panther software, classification of the DEGs (454) was performed in terms of biological processes, in which products of expression of these genes might be involved. Ontological analysis demonstrated their relationship with 13 biological processes, including the following: metabolic processes (236 genes), cellular processes (161), regulation of biological processes (101), developmental processes (63), localization (54), response to stimulus (53), cellular component organization or biogenesis (39), immune system processes (35), multicellular organismal processes (26), cell adhesion (17), apoptosis (11), reproduction (5), and locomotion (1) (Fig. 2). In the further ontological analysis, the genes, which were assigned by the PANTHER 7.0 software to metabolic processes and developmental processes, were taken into account.

**Fig. 2:**
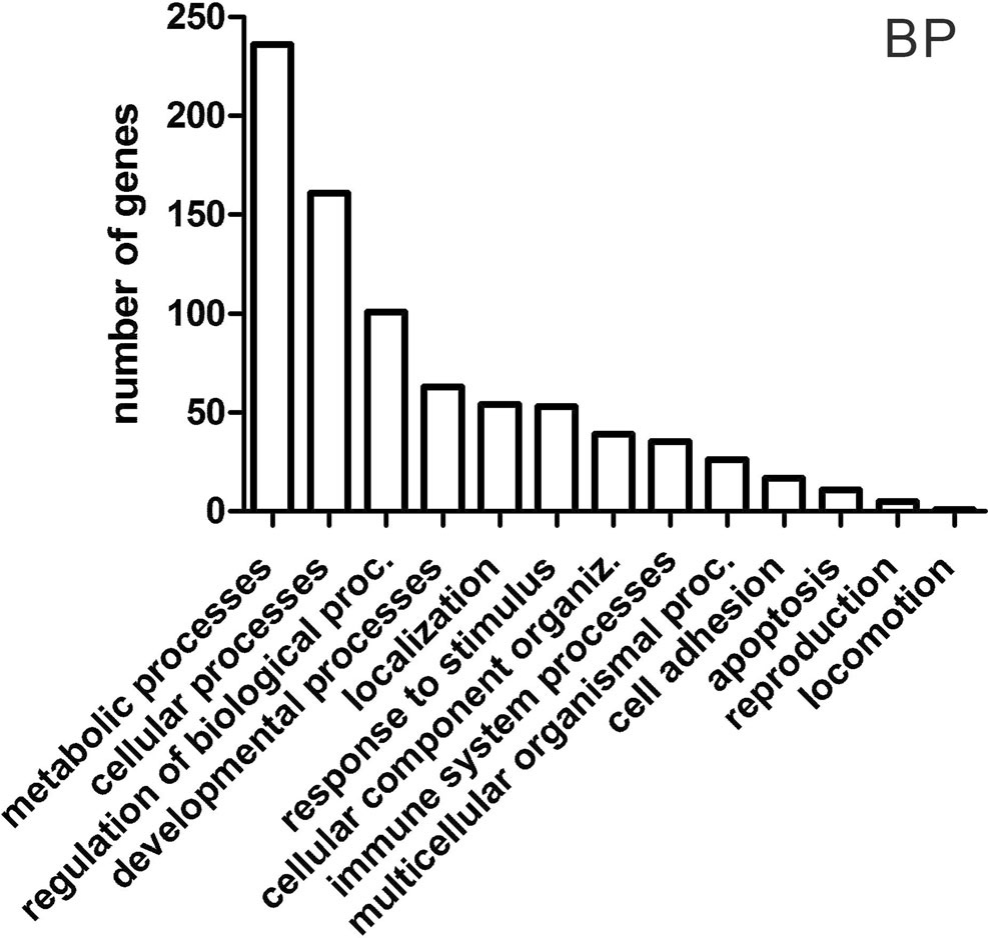
Functional classification of differentially expressed genes in terms of their participation in biological processes—BP (Panther)

#### Metabolic processes

Among metabolic processes, the greatest gene cluster was assigned with primary metabolic process (195 genes), followed by phosphate-containing compound metabolic process (31), nitrogen compound metabolic process (27), biosynthetic process (17), catabolic process (11), generation of precursor metabolites and energy (5), coenzyme metabolic process (3), sulfur compound metabolic process (2), and vitamin metabolic process (1).

Further functional classification of DEGs demonstrated that among 195 genes involved in primary metabolic processes, the highest share was exhibited by the genes involved in protein metabolic process (99), nucleobase-containing compound metabolic process (91), lipid metabolic process (20) carbohydrate metabolic process (17), and cellular amino acid metabolic process (5) (Fig. 3). The multiplicity of the change with directions of expression of 99 DEGs associated with protein metabolic process is shown in Supplementary Table 2.

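Of the 99 genes of protein metabolism, 86 were measured, and 84 of these ran with the study's direction when Cy5 is set over Cy3 (38 higher, 46 lower). At an adjusted p under 0.05 in limma, 19 were higher and 8 lower, and 59 did not pass. The smallest p after *c4a* was that of *masp1*, a protease of the lectin pathway of complement, with a log2 ratio of 1.06 ± 0.09 (SD, n = 4, adjusted p = 0.0139). *Cfd*, complement factor D, was at 1.49 ± 0.26 (SD, n = 4, adjusted p = 0.0145), and *pcolce2* was next. These genes were all higher in the sample labelled Cy5, HER in the study's tables. The median over the 86 genes was -0.07, from -1.16 to 2.37. Adjusted over the list alone, 37 were higher and 36 lower, which is not independent evidence because the study chose the list on these samples. The call of *masp1* and that of *cfd* held without array 1 and were lost without array 2, 3 or 4 (adjusted p up to 0.0710 and 0.0745).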

**Fig. 3:**
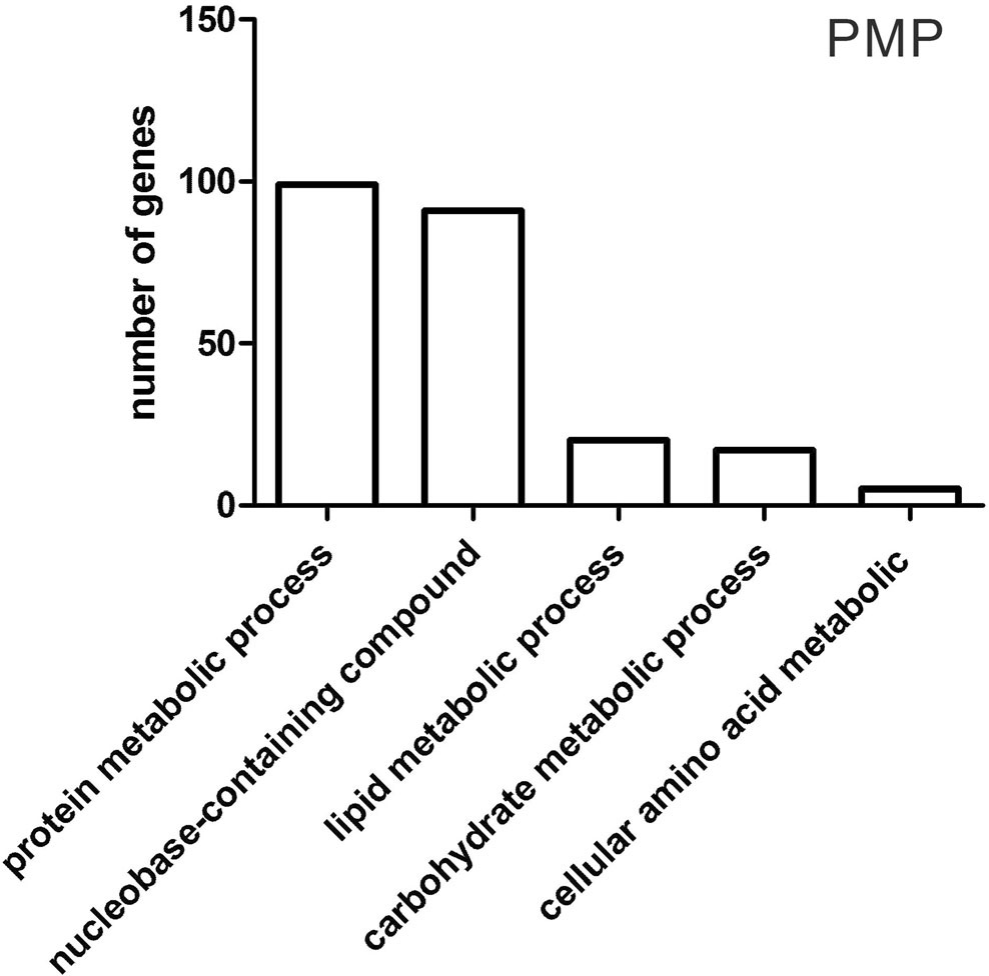
Functional classification of differentially expressed genes in terms of their participation in primary metabolic processes—PMP (Panther)

Using the Pathway Studio software, a network of relationships was performed for the differentially expressed genes assigned to the processes associated with protein metabolic process. This enabled a visualization of interaction between DEGs and additionally demonstrated the affiliation of genes to two major processes associated with protein metabolic process: protein synthesis (36 genes) and proteolysis (33 genes) (Fig. 4, Supplementary Table 3).

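Of the 36 genes assigned to protein synthesis, 32 were measured, and 4 were higher and 4 lower in the Cy5 sample at an adjusted p under 0.05. Among them *prelp*, a proteoglycan of the extracellular matrix, was at a log2 ratio of 0.97 ± 0.18 (SD, n = 4, adjusted p = 0.0218 from limma). *Ucp3*, the mitochondrial uncoupling protein of muscle, was at -1.16 ± 0.58 (SD, n = 4) with an adjusted p of 0.0517. Of the 33 genes assigned to proteolysis, 31 were measured, with 3 higher and 4 lower. The processes shared 16 genes, and 5 of these were called, 2 higher and 3 lower. The synthesis genes had a median log2 ratio of 0.27 and the proteolysis genes one of 0.19; the difference between the groups was not tested. Adjusted over the list alone, 16 synthesis genes were higher and 10 lower, and 15 proteolysis genes were higher and 14 lower, again on lists that the study chose on these samples. *Prelp* was not called when any single array was left out (adjusted p = 0.0569 to 0.0840), and its other probes were at 0.07 and 0.01 (adjusted p = 0.651 and 0.945).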

**Fig. 4:**
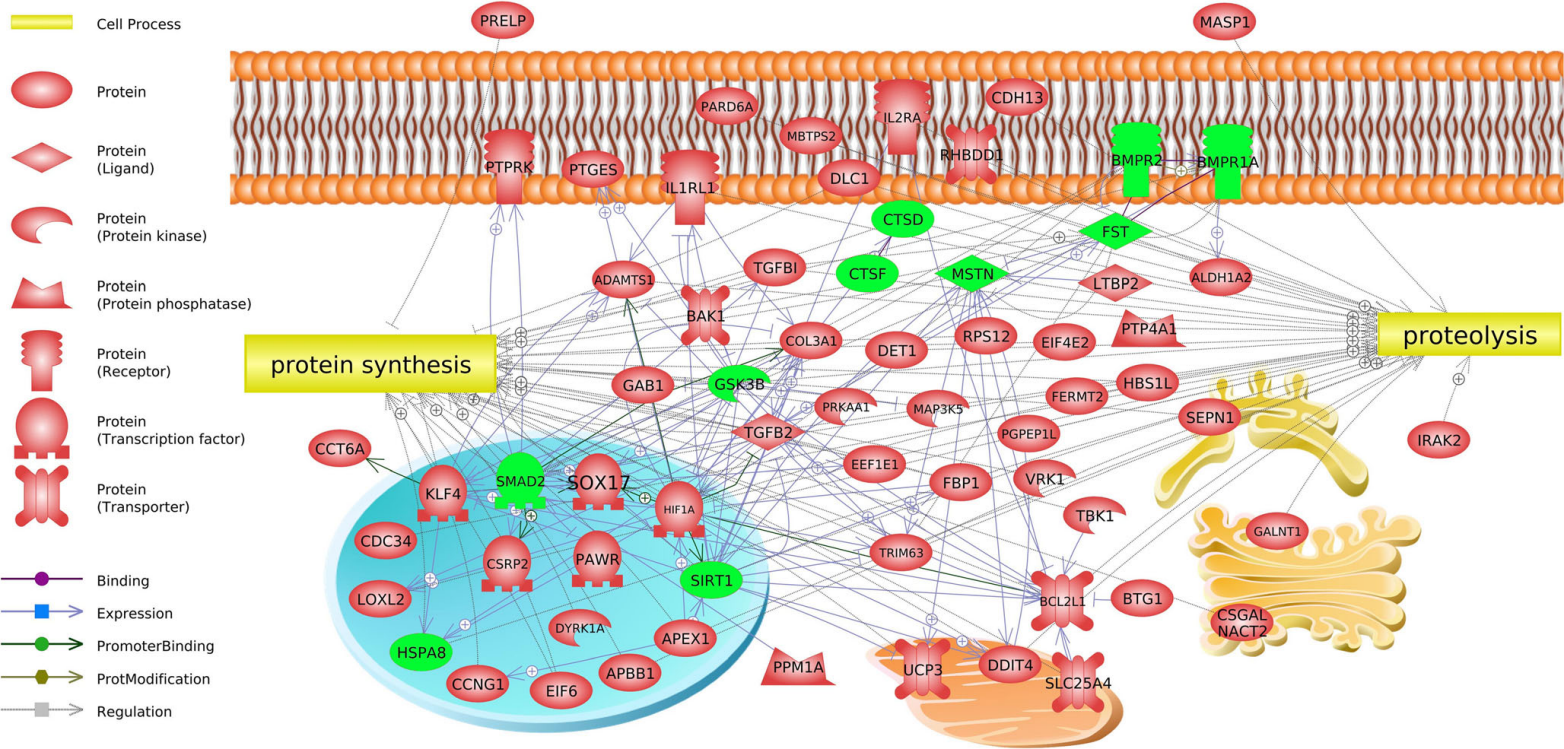
Network of intergenic interactions of differentially expressed genes and their classification to processes associated with protein metabolism (Pathway Studio). The discussed genes are marked in green

#### Developmental processes

Functional analysis of genes performed using the Panther software demonstrated that among 63 genes involved in developmental processes, the highest share was demonstrated by the genes participating in the following processes: system development (31 genes), mesoderm development (19), anatomical structure morphogenesis (19), ectoderm development (12), apoptosis (11), cell differentiation (5), embryonic development (3), pattern specification process (2), and endoderm development (1) (Fig. 5). The process associated with muscle organ development was represented by 8 DEGs; the multiplicity of change with the directions of expression changes is presented in Supplementary Table 4.

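All 8 genes of muscle organ development were measured, and the log2 ratios of all 8 had the study's sign with Cy5 over Cy3, 6 positive and 2 negative. *Csrp1*, a cysteine-rich LIM domain gene, was at 0.57 ± 0.05 (SD, n = 4, adjusted p = 0.0310 from limma). Its relative *csrp2* was at 0.76 ± 0.40 (SD, n = 4) with an adjusted p of 0.0597, and the unconventional myosin gene *myo1d* at 0.55 ± 0.46 (SD, n = 4) with 0.129, higher on 3 of 4 arrays. The metalloproteinase gene *adamts1* was at 0.42 ± 0.25 (SD, n = 4). The negative pair were the cadherin gene *cdh13* at -0.53 ± 0.28 and the focal adhesion gene *fblim1* at -0.51 ± 0.25 (SD, n = 4 for both), each lower on 4 of 4 arrays with an adjusted p of 0.0714 and 0.0655. Of the 8 genes, 3 were called over all probes and all 8 over the list alone, a list chosen on these samples. *Csrp2* was called with plain subtraction (adjusted p = 0.0423), median centring (0.00395), a trend and robust prior (0.0419) and the separate-channel fit (0.0174). The separate-channel fit also called *cdh13* (0.0288) and *fblim1* (0.0331), and median centring *adamts1* (0.00259) and *myo1d* (0.00521). *Csrp1* was not called from the scanner-processed signals (adjusted p = 0.0520) or without any 1 array (0.0657 to 0.107), its other probes were at 0.00 and 0.15 (adjusted p = 0.999 and 0.366), a second *myo1d* probe was at -0.07 and another *fblim1* probe at 0.04, and with median centring *cdh13* and *fblim1* were above 0.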

**Fig. 5:**
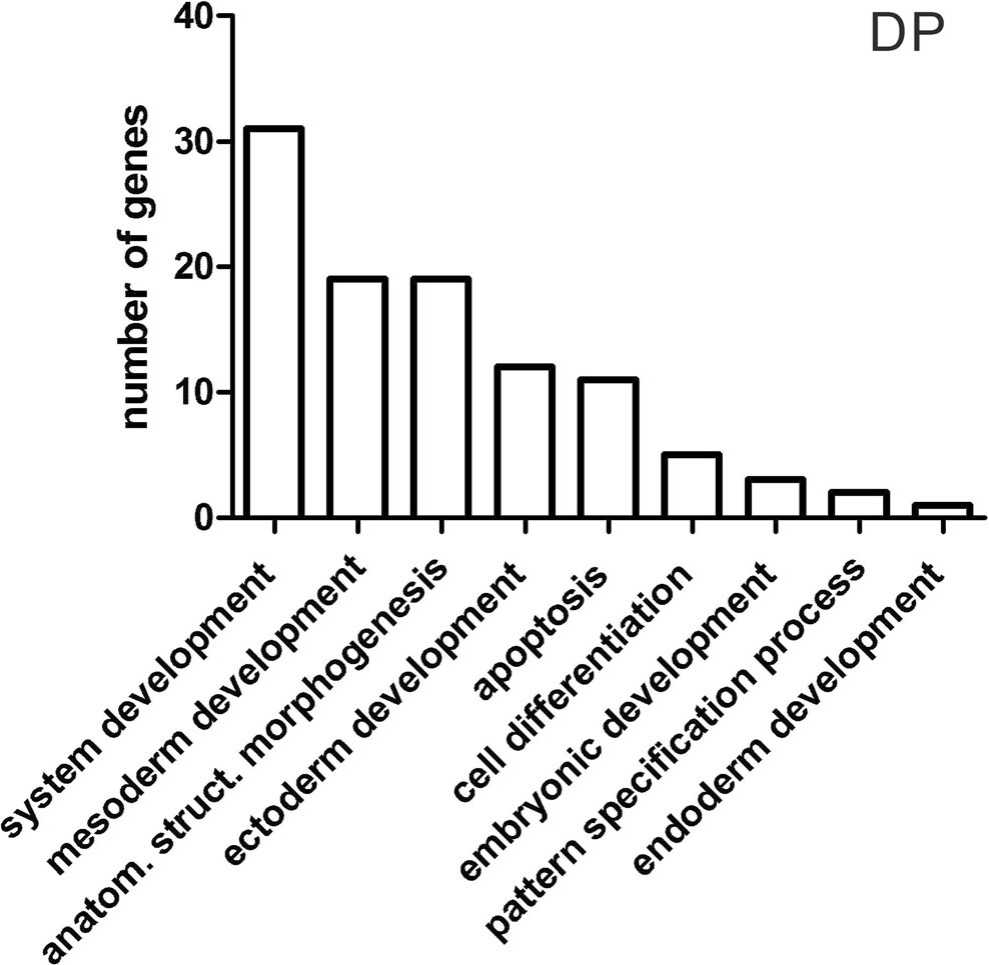
Functional classification of differentially expressed genes in terms of their participation in developmental processes—DP (Panther)

In addition, an ontological analysis was performed using the Pathway Studio software, which assigned the DEGs with the same direction of expression change (454 genes) to 473 biological processes (*p* ≤ 0.05). Supplementary Table 5 demonstrates selected biological processes associated with skeletal muscle organ development and additionally processes occurring in smooth and cardiac muscle. The above analysis demonstrated that these processes are represented by 58 DEGs whose fold change with the direction of expression changes is presented in Supplementary Table 6.

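Of these 58 genes, 50 were measured, 49 of them with the study's sign on the Cy5 over Cy3 scale, 30 positive and 19 negative. In limma, 9 were higher and 7 lower at an adjusted p under 0.05, and 34 did not pass. The smallest p was that of *fermt2*, encoding the integrin activator kindlin-2, at a log2 ratio of -0.72 ± 0.10 (SD, n = 4, adjusted p = 0.0268). *Rrad* followed, then the antiproliferative gene *btg1* at 1.69 ± 0.58 (SD, n = 4, adjusted p = 0.0316) and the focal adhesion gene *tes* at 1.14 ± 0.40 (SD, n = 4, adjusted p = 0.0344). Each ran 1 way on 4 of 4 arrays; for *btg1* and *tes* that is upward in HER by the study's table and in HF by the labels. The median over the list was 0.26. With the adjustment over the list alone, 25 were higher and 16 lower in a list that the study chose on these samples. *Fermt2* was at 0.03 with median centring, and of the 3 genes only *btg1* kept its call without an array (array 1). Uncalled probes for *btg1* (0.62), *tes* (0.42) and *fermt2* (-0.31) were smaller in size (adjusted p = 0.0566, 0.0562 and 0.182 from limma). Further probes for *btg1* (1.57) and *fermt2* (-0.75) were called.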

### Verification with the use of qPCR

In order to verify the results of transcriptomic analysis, validation of gene expression with the use of qPCR technique has been performed. For the purposes of result verification, seven genes were selected, demonstrating similar changes of expression in both beef breeds (LIM and HER) compared with typical dairy breed (HF), associated with the processes of muscle tissue development and protein metabolism processes. Results of verification with real-time qPCR are presented in the form of block diagrams. The level of mRNA expression is presented as ΔΔCt (Fig. 6). The qPCR demonstrated higher level of expression of two genes (*fst*, *sirt1*) and lower level of expression of 5 genes (*mstn*, *smad2*, *hspa8*, *gsk3β*, *tgf-β2*) in semitendinosus muscle of beef breeds (LIM and HER), compared with the dairy breed (HF). These results confirm the results obtained with microarray analysis and exhibited the same direction of expression change as in the microarray experiment.

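On the arrays, 6 of the 7 genes verified by qPCR had the qPCR's sign with Cy5 set over Cy3, the exception being *smad2*. The count was 7 of 7 without array 3, where *smad2* was at -0.03 (adjusted p = 0.924 from limma), and 3 of 7 with median centring. Of the 7, 4 were called at an adjusted p under 0.05 in limma: *fst* among the genes the qPCR found higher, and *mstn*, *hspa8* and *gsk3β* among those it found lower. Transforming growth factor β2, *tgf-β2*, was at a log2 ratio of -0.57 ± 0.30 (SD, n = 4, adjusted p = 0.0670), lower on 4 of 4 arrays. With median centring *tgf-β2* was above 0, at 0.08, and in the separate-channel fit it was called (adjusted p = 0.0386).

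**Figure D1:**
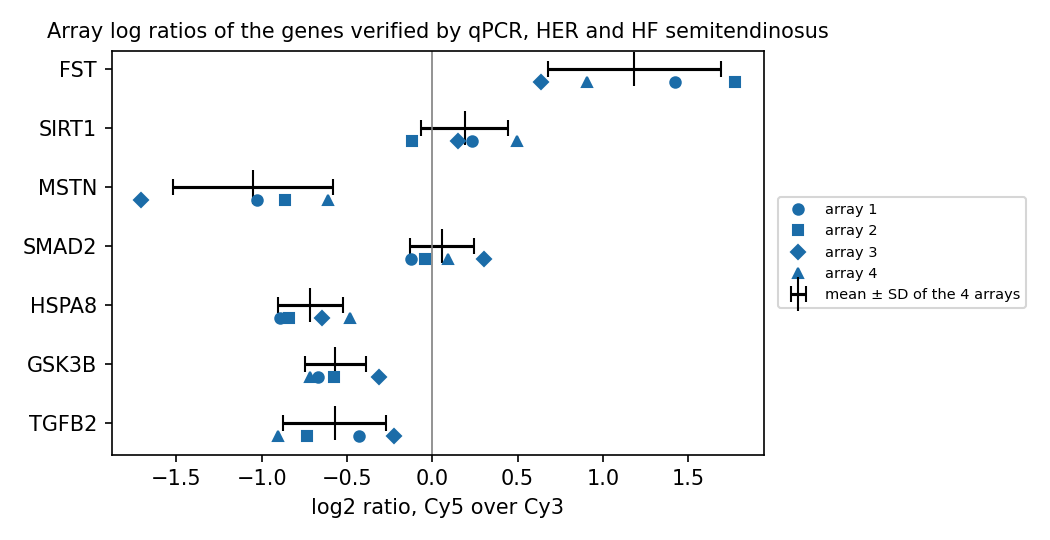
Log2 ratio of Cy5 over Cy3 (horizontal axis) of the 7 genes verified by qPCR (vertical axis). Blue symbols are the 4 arrays and black marks with bars the mean ± SD; *fst* lies above 0 on all 4 arrays, *mstn*, *hspa8*, *gsk3β* and *tgf-β2* lie below 0 on all 4 (after loess; with median centring *hspa8*, *gsk3β* and *tgf-β2* are above 0 on average), and *sirt1* and *smad2* cross 0.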

**Fig. 6:**
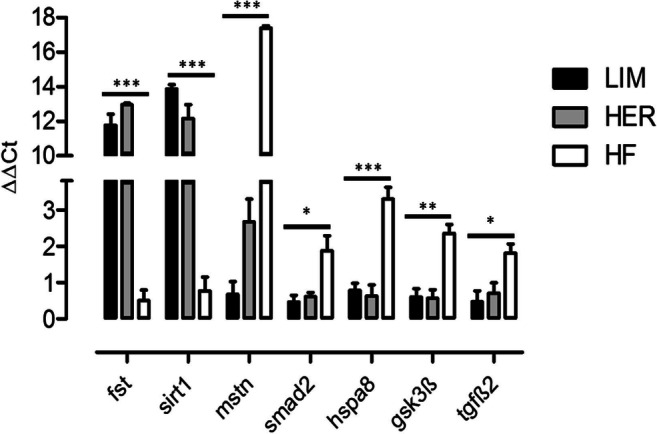
Verification of transcriptomic analysis performed using the real-time qPCR technique. Seven genes were selected for analysis, associated with muscle tissue development and protein metabolism processes. The *gapdh* gene was used as reference. Statistical analysis of the obtained results was carried out using the GraphPad Prism 5 (GraphPad Software Inc., USA) software utilizing one-way ANOVA Tukey’s multiple range test. The results have been presented as mean ± standard error (SEM) and were marked as statistically significant *for *p* < 0.05; **for *p* < 0.01; and ***for *p* < 0.001. Difference significance at the level of *p* ≤ 0.05 was considered significant (*n* = 4 for each breed)

### Analysis of myostatin protein level

Analysis of gene expression with microarray and qPCR shows that myostatin (MSTN), the key protein inhibiting the process of myogenesis, may be one of the factors influencing differences in the musculature of bulls from beef breeds (LIM, HER), compared with bulls of the dairy breed (HF) (Grobet et al. 1997; Kambadur et al. 1997; Sadkowski et al. 2008). 

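Myostatin mRNA differed between the Cy5 and the Cy3 sample by 2.07-fold, with breed and dye not separable. The log2 ratio of *mstn* was -1.05 ± 0.47 (SD, n = 4 arrays, adjusted p = 0.0449 from limma), and on the single arrays it was -1.03, -0.86, -1.71 and -0.61, so that it was lower in the Cy5 sample, HER by the study and HF by the labels, on 4 of 4 arrays. A second probe for *mstn* was at -0.93 ± 0.45 (SD, n = 4, adjusted p = 0.0509). The call was lost when any 1 array was left out (adjusted p = 0.0864 to 0.129) and when dim probes were also tested (0.0566).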

Western-blot analysis demonstrated statistically significant (*p* ≤ 0.05) difference in the expression of MSTN in bulls from LIM and HER breeds compared with HF breed bulls. Expression of the active form of myostatin (26 kDa) in the semitendinosus muscle tissue was lower in beef breeds compared with dairy breed (Fig. 7).

**Fig. 7:**
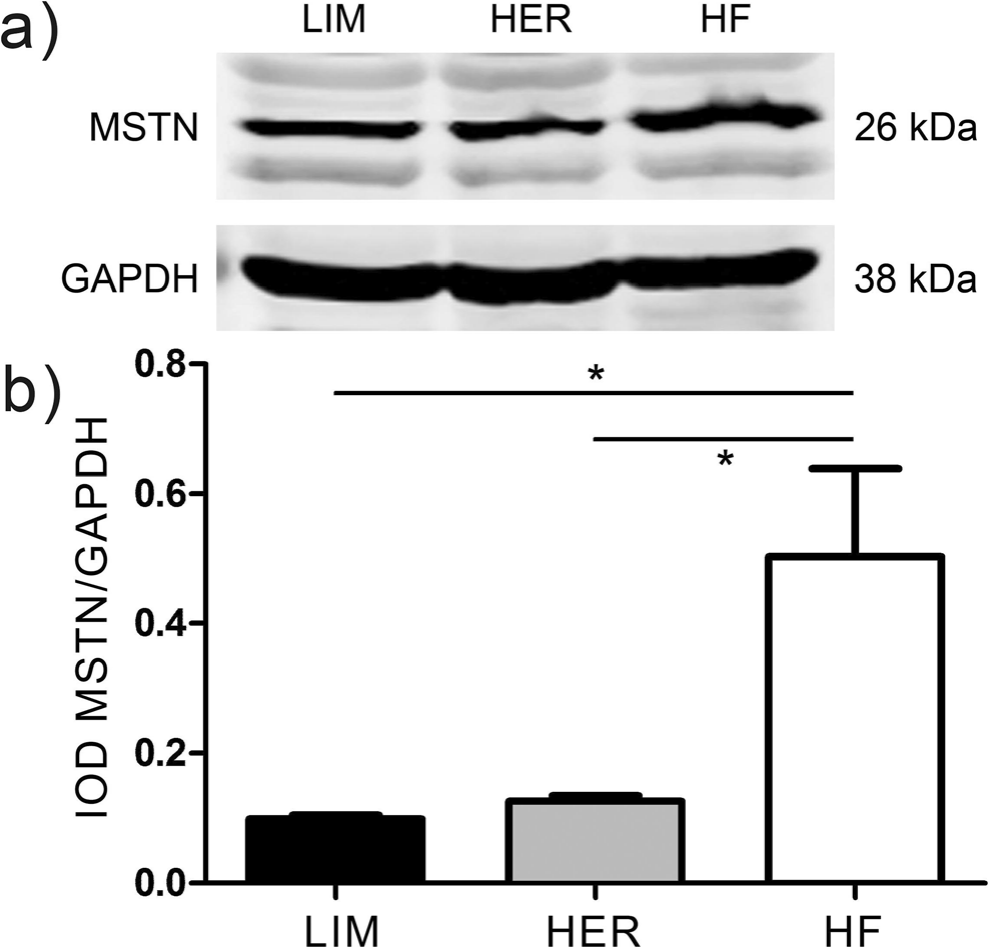
Western blot analysis of myostatin expression level in mature tissue of semitendinosus muscle (*m. semitendinosus*) originating from three tested breeds. **a** Western blot analysis demonstrating expression level of active form of myostatin (26 kDa). GAPDH (38 kDa) was used as reference protein. **b** Values of integrated optical density (IOD) obtained for individual stripes, expressed in relative values, determined as a ratio of the obtained value of IOD for myostatin to IOD value for corresponding GAPDH stripe. Statistical significance of MSTN expression differences was calculated using one-way ANOVA Tukey’s multiple range test. The results were presented as mean ± SEM, calculated with the GraphPad software (GraphPad Software Inc., USA). Statistical significance was determined*for *p* ≤ 0.05, (*n* = 4 for each breed)

## Discussion

Intensified synthesis of proteins and their reduced proteolysis is responsible for promotion of muscle mass growth in a mature muscle tissue (Sartori et al. 2009). The present study demonstrated significant differences in expression of genes associated with protein synthesis and proteolysis (Supplementary Tables 2, 6), playing or capable of playing significant role in the process of growth and development of muscle tissue, and thus influencing obtaining higher muscle tissue gains in bulls from beef breeds.

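Of the gene groups of protein turnover fixed for this tissue, muscle atrophy genes were higher in the Cy5 sample. Of 25 measured, 5 were called higher and none lower, and 13 were higher adjusted over the list alone. The mean log2 ratio of those with a value on every array was 0.57 (adjusted p = 1.75e-04 from limma's camera; adjusted p = 0.661 with an estimated correlation). The called genes were *klf15*, *eif4ebp1*, a repressor of translation initiation, at 1.32 ± 0.30, the mitophagy receptor gene *bnip3* at 1.16 ± 0.40, the autophagosome gene *map1lc3b* at 1.04 ± 0.39 (SD, n = 4 for all) and, named after its value was seen, the metallothionein gene *mt1a* at 0.85. The ubiquitin ligase gene *trim63* was at 1.27 ± 0.68 (SD, n = 4) with an adjusted p of 0.0558, higher on 4 of 4 arrays; it passed under 7 of the alternative settings, with an adjusted p from 0.00404 to 0.0482. Proteasome subunits had a mean of 0.16 over 37 genes, with *psma6* (0.58) and *psme1* (0.60) called higher and none lower, and 9 higher and 1 lower adjusted over the list alone (adjusted p = 0.0421; adjusted p = 0.930 with an estimated correlation). Cytosolic ribosomal proteins stood at 0.12 over 75 genes, 4 called higher and none lower, among them *rps28* at 0.75, *rps19* at 0.51 and *rps20* at 0.50, and 14 higher and 2 lower adjusted over the list alone (adjusted p = 0.0533; adjusted p = 0.796 with an estimated correlation). Translation initiation and elongation factors stood at 0.06 over 42 genes, 2 called higher, *eif4ebp1* and *eif1b* at 0.68, and none lower, with 4 higher adjusted over the list alone (adjusted p = 0.947). The proteasome call ended without array 2, 3 or 4 (adjusted p = 0.156, 0.0718 and 0.0702), without background correction (0.0589), with plain subtraction, with the scanner-processed signals (0.0715) and in fry (0.175), while the ribosomal proteins were called with the stricter filter on dim probes (0.0457), in fry (0.0456), over all probes of a gene (0.0378) and without array 2 or 4 (0.0244 and 0.0383). With median centring the ribosomal proteins and translation factors were called, at a mean of 0.98 and 0.74. After loess the translation factors had an adjusted p of 0.979 from camera with an estimated correlation, and their mean was 0.02 without array 3. In the study's direction Cy5 is HER and by the labels HF. The paper states that genes of protein synthesis and proteolysis differed in expression, that they have or can have a part in muscle growth and development, and that they thereby influence muscle gains in beef bulls.

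**Figure D2:**
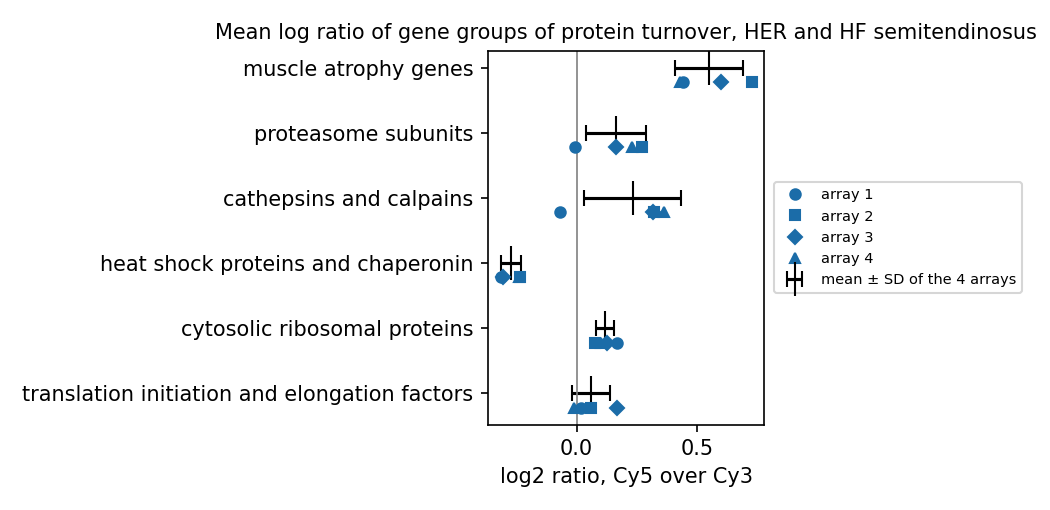
Mean log2 ratio of Cy5 over Cy3 (horizontal axis) of 6 gene groups of protein turnover (vertical axis), blue symbols for the 4 arrays and black marks with bars for their mean ± SD. Muscle atrophy genes lie between 0.43 and 0.73 on the arrays and heat shock proteins between -0.31 and -0.24 after loess (at a mean of 0.42 with median centring).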

One of the key genes involved in the processes of growth and development of muscle tissue is follistatin (*fst*) and myostatin (*mstn*). 

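Follistatin, *fst*, which binds and blocks myostatin, had a log2 ratio of 1.18 ± 0.51 (SD, n = 4 arrays), or 2.27-fold, with an adjusted p of 0.0425 from limma, and was higher in Cy5 on 4 of 4 arrays. Its ratio on the arrays was 1.42, 1.77, 0.64 and 0.91. In the wider group of myostatin, activin, TGFβ and BMP signalling, 32 of 48 genes were measured, 3 were called higher and 1 lower, the last being *mstn*. The other higher genes were *ltbp2*, a latent TGFβ binding protein, at 1.43 ± 0.58 (SD, n = 4, adjusted p = 0.0397) and the TGFβ co-receptor gene *tgfbr3* at 1.02 ± 0.48 (SD, n = 4, adjusted p = 0.0490). The mean of the group was 0.11, its median -0.05, and the group as a whole did not pass (adjusted p = 0.947); 6 genes were higher and 4 lower adjusted over the list alone. Without any 1 array *fst* missed the threshold (adjusted p = 0.0847 to 0.113), as it did when dim probes were also tested (0.0528). By the dye labels the higher sample would be HF, by the study HER.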

The present study demonstrated higher expression of follistatin and lower expression of myostatin in beef bulls (LIM and HER) compared with bulls from dairy breed (HF) (Supplementary Table 2), which was also confirmed using qPCR (Fig. 6). In addition, lower myostatin protein level was observed in beef breeds compared with dairy breed (Fig. 7). The Pathway Studio software assigned *fst* and *mstn* to process associated with protein synthesis and proteolysis (Fig. 4, Supplementary Table 3) and processes associated with muscle organ development (Supplementary Table 5). It is known that follistatin is a strong antagonist of myostatin and it has stimulatory effect on the increase of muscle mass (Zheng et al. 2017). The role of follistatin as inhibitor of myostatin consists in the capacity to bind myostatin, thus disabling its binding with activin type II receptor (ActRII), preventing reduction of expression of genes responsible for the growth and differentiation of myogenic cells (Lee 2007; Lee et al. 2012; Lie et al. 2015; Formicola et al. 2018).

Matzuk et al. (1995) determined that mice deprived of follistatin demonstrate mortality after birth, associated with insufficient muscle development and muscle anomalies. Similarly, Lee et al. (2010) demonstrated that mice with fst ± mutation exhibit reduced muscle mass. On the other hand, Lee and McPherron (2001) demonstrated that mice with overexpression of *fst* are characterized by elevated muscle mass, the so called double-muscled phenotype, which is also observed in mice with myostatin knock-out. Moreover, Chang et al. (2017) demonstrated in transgenic pigs that overexpression of *fst* considerably increased skeletal muscle mass and reduced fat accumulation. Furthermore, follistatin demonstrates inhibiting action for the activity of activins and BMP2, representatives of the TGFβ superfamily other than myostatin (Zheng et al. 2017).

Lower *mstn* expression on both transcript level (Fig. 6, Supplementary Tables 2, 6) as well as at protein level (Fig. 7) in cattle of LIM and HER breed, may also contribute to stimulation of muscle growth and development process and to attain greater muscle mass growths by beef breeds. Results of numerous in vitro studies have demonstrated that myostatin inhibits the process of proliferation and differentiation of muscle cells with maturation of skeletal muscles, preventing their excessive hypertrophy (Kocamis et al. 2001; Chargé and Rudnicki 2004; Sato et al. 2006; Lee et al. 2016; Ahmad et al. 2017). Moreover, Taylor et al. (2001) and Deng et al. (2017) observed under in vitro conditions that in myoblast and myotube cultures, myostatin has inhibitory effect on the process of protein synthesis. Inhibition of myostatin activity may influence the process of protein synthesis via various mechanisms. One of such mechanisms is intensification of fusion of satellite cells with the growing muscle, and thus supply of new cell nuclei increasing the amount of nuclear DNA of the fiber, resulting in increased protein synthesis, observed in muscle fiber hypertrophy (Welle et al. 2009; Pallafacchina et al. 2013; Goh and Millay 2017). Another mechanism influencing intensification of protein synthesis process, after inhibition of myostatin activity, is the increase of expression of genes encoding transcription initiation and mRNA elongation regulating factors and genes encoding proteins involved in translation (Welle et al. 2009). These factors are, among others: paired-box transcription factor Pax3 (Pax3), myoblast determination protein 1 (MyoD), myogenic factor 5 (Myf5), and myogenin (Myog) (Amthor et al. 2002; Langley et al. 2002; Bakkar et al. 2005; McFarlane et al. 2006;), as well as ribosomal protein S6 kinase (S6K), ribosomal protein S6 (rpS6), translation initiation factor 5-subunit A (Eif5a), and ribosomal protein S27-like (Rps27l) (Welle et al. 2009; Rodriguez et al. 2014); however, aforementioned factors were not detected as differentially expressed genes in the presented study. 

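Of the 8 factors, 7 were measured, no named probe for *pax3* being tested. At the probe that represents each gene, none was called at an adjusted p under 0.05 in limma, over all probes or adjusted over the list alone. At these probes none met the study's criterion of p and fold change after loess. That criterion was met by 1 factor with plain subtraction, with the scanner-processed signals, with the series table and without array 4, and by 4 with median centring. All 7 log2 ratios lay below 0, from -0.08 ± 0.19 for *myod1* and -0.10 ± 0.24 for *rps6* to -0.34 ± 0.24 for *myf5* (SD, n = 4 for all) and -0.58 for *myog*, which spread from -2.00 to 0.30 over the arrays. The p70 S6 kinase gene *rps6kb1* was at -0.23 ± 0.09 and lower on 4 of 4 arrays (adjusted p = 0.149), *eif5a* at -0.23 ± 0.32 and *rps27l* at -0.25 ± 0.19 (SD, n = 4). As a group they had a mean of -0.26 after loess and 0.32 with median centring (adjusted p = 0.0366 from camera after loess; adjusted p = 0.661 with an estimated correlation). With median centring *myod1*, *rps6* and *eif5a* were called in the opposite direction, at 0.61, 0.73 and 0.62, and the group's call ended there (adjusted p = 0.894), with plain subtraction (0.0530), with the scanner-processed signals (0.0715), in fry (0.175), without array 1 (0.0679) and without array 3 (0.131), where the mean was -0.15. Further probes for *myod1* were at -0.36 and 0.06, 1 for *myf5* was at 0.12 and 1 for *rps6* at 0.05. Another probe for *myog* was at -1.15 (adjusted p = 0.0589) and met the study's criterion.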

In many animal species, myostatin is responsible for reducing the muscle mass by both functional impairment of satellite cells as well as via reducing protein synthesis (Taylor et al. 2001; McCroskery et al. 2003; Suryawan et al. 2006; Welle et al. 2006; McFarland et al. 2007; Dasarathy et al. 2011). Periyalwar and Dasarathy (2012) and Wang et al. (2015) demonstrated that myostatin also intensifies the process of protein proteolysis, contributing to muscle dystrophy. Inhibition of myostatin activity further has potential benefits for the breeders of farm animals, as it may increase muscle mass growths of cattle (hypertrophy of muscle tissue) and percentage content of lean meat in the carcass (Huang et al. 2011; Camporez et al. 2016).

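The transcript of *smad2*, a signal transducer of myostatin and activin receptors, had a log2 ratio of 0.06 ± 0.19 (SD, n = 4, adjusted p = 0.768 from limma) at the brightest probe under the accession of the supplementary table, which names no probe, positive on 2 of 4 arrays and negative on 2. A second probe for *smad2* was at -0.30 ± 0.16 (SD, n = 4, adjusted p = 0.117). Neither difference was larger than the error allows to call. With median centring the first probe was called higher in Cy5, at 0.58 (adjusted p = 0.0185).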

*Smad2* (*SMAD family member 2*) is another gene identified using the microarray technique, whose expression level was lower in bulls of beef breeds than in the dairy breed (Fig. 6, Supplementary Table 6). Using the Pathway Studio software, *smad2* was classified in processes associated with muscle growth (Supplementary Table 5) and process associated with protein synthesis and proteolysis (Fig. 4, Supplementary Table 3). Smad2 intensifies proteolysis process of muscle-specific proteins (Sartori et al. 2014). The smad2/smad3 proteins are activated by myostatin and activin A. Both ligands bind with activin type II receptors (ActRIIB and ActRIIA), followed by activin type I receptors (ALK5 or ALK4) to activate smad2/smad3, leading to proteolytic destruction of skeletal muscle proteins and resulting in atrophy of muscle fibers (Dutt et al. 2015). Similarly, Chen et al. (2014) observed that as a result of activation of smad2/smad3 transcription factors by myostatin and activin A, the protein degradation process occurs, and their synthesis is inhibited, resulting in skeletal muscle atrophy in mice. Tando et al. (2016) demonstrated Smad 2/3 protein accumulation leading to muscle atrophy, also in mouse model. It is possible that lower *smad2* expression level in LIM and HER bulls as contrasted with HF breed has a positive impact on the development of skeletal muscles and promotes obtaining greater muscle mass gains in these breeds, as a result of i.a. inhibition of protein degradation and stimulation of their synthesis process, which favors hypertrophy of muscle tissue. Moreover, lower *smad2* expression level may also stem from the lower expression of myostatin in the muscles of beef breed bulls, both at mRNA and protein level (Figs. 6 and 7, Supplementary Table 2).

The present study has further demonstrated lowered expression of *bmpr1a* (bone morphogenetic protein receptor, type IA) and *bmpr2* (bone morphogenetic protein receptor, type II) in mature 15-month-old muscle tissue in LIM and HER breeds compared with HF breed (Supplementary Tables 2, 6). 

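The type I receptor gene *bmpr1a* had a log2 ratio of -0.18 ± 0.23 (SD, n = 4, adjusted p = 0.367 from limma) at the brightest probe under the table's accession and -0.52 ± 0.24 (SD, n = 4, adjusted p = 0.0606) at another. The type II receptor gene *bmpr2* was at -0.15 ± 0.26 (SD, n = 4, adjusted p = 0.488). Each was lower in the Cy5 sample on 3 of 4 arrays, that is in HER by the study's tables and in HF by the labels, and neither passed the test. With median centring both were above 0, *bmpr1a* at 0.32 and *bmpr2* at 0.03, and not called.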

In the Panther database, *g*enes *bmpr1a* and *bmpr2* were classified to the protein metabolism process (Supplementary Table 2), whereas the Pathway Studio software assigned them to processes associated with muscle organ development (Supplementary Table 5). Visualization of interaction between the above genes is presented in Fig. 4. Suryawan et al. (2006) showed negative impact of bmp2 and bmp7 on the process of muscle protein synthesis. The mentioned genes constitute negative regulators of skeletal muscle growth classified in the TGFβ superfamily, acting through specific membrane receptor, BMPR1A. Dörpholz et al. (2017) demonstrated that treatment of cells with BMP2 efficiently inhibited differentiation of myoblasts into myotubes. Moreover, the BMP2 stimulation almost entirely inhibited the expression of myogenic markers. Authors suggest that activation of the BMP signal pathway impeded the myogenic differential. Similarly, Friedrichs et al. (2011) and Ono et al. (2011) demonstrated that BMP inhibits differentiation of primary satellite cells and favors proliferation of precursor cells of muscles. Moreover, Amthor et al. (2004) demonstrated that follistatin reverses the inhibitory effect of bmp2 and bmp7 on the development of skeletal muscles via blockage of their receptors activation. It is likely that the higher *fst* expression of beef breed bulls may also influence reduction of *bmpr1a* and *bmpr2* expression, and thus limit the negative impact of factors acting through these receptors on the process of muscle protein synthesis.

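The constitutive chaperone gene *hspa8* was lower in the Cy5 sample, HER by the study and HF by the labels, by 1.64-fold. Its log2 ratio was -0.71 ± 0.19 (SD, n = 4, adjusted p = 0.0332 from limma), negative on 4 of 4 arrays, and 5 other probes for it lay between -1.06 and -0.91, all 5 called (adjusted p = 0.0139 to 0.0157). Of 34 heat shock proteins and chaperonin subunits measured, 30 were below 0 after loess, 2 were called lower and none higher, and 8 were lower and 1 higher adjusted over the list alone. The co-chaperone *hsph1* was at -1.01 ± 0.48 (SD, n = 4, adjusted p = 0.0499) and *dnaja1* at -0.83 ± 0.38 (SD, n = 4, adjusted p = 0.0500, just above the threshold). The mean of the group was -0.27 after loess and 0.42 with median centring (adjusted p = 4.88e-06 from camera after loess; adjusted p = 0.661 with an estimated correlation). With median centring *hspa8* was at 0.11, and neither it nor the group was called. The call of *hspa8* at the first probe was lost when any single array was left out (adjusted p = 0.0669 to 0.113).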

Another gene, the expression level of which was lower in the semitendinosus muscle of beef breed individuals compared with dairy breed, is *hspa8* (heat shock 70 kDa protein 8) (Fig. 6, Supplementary Table 2), also known as *hsc70* or *hsp73*. Functional analysis (Panther) assigned this gene to protein metabolism process (Supplementary Table 2), whereas the Pathway Studio software classified it to the protein synthesis and proteolysis process (Fig. 4, Supplementary Table 3). Heat shock proteins are responsible for the intensification of the protein degradation process (Mambula et al. 2007; Liu et al. 2012). HSPA8 is an isoform of the Hsp70/Hsc70 family (Fernández-Fernández et al. 2017) and it plays significant role in cell protein degradation, in particular through its influence on the ubiquitin-proteasome pathway (Stricher et al. 2013). Fernández-Fernández et al. (2017) further demonstrated that cellular proteins are degraded by signal pathways independent of Hsp-70. HSPA8 contributes to proteasomal protein degradation (Valek et al. 2019). It is possible that reduced level of *hspa8* expression in LIM and HER breeds than in HF breed may contribute to inhibition of muscle protein degradation process.

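For *gsk3β*, the kinase that restrains glycogen synthase and translation initiation, the log2 ratio was -0.57 ± 0.18 (SD, n = 4, adjusted p = 0.0435 from limma), lower in Cy5 on 4 of 4 arrays, and further probes were at -0.60 and -0.51. In insulin, IGF, AKT and mTOR signalling, 25 of 41 genes were measured, 3 were called higher and *gsk3β* alone lower. The higher genes were *eif4ebp1*, the insulin receptor adaptor gene *grb10* at 0.77 ± 0.12 (SD, n = 4, adjusted p = 0.0256) and *igfbp3*, an IGF binding protein, at 0.87 ± 0.29 (SD, n = 4, adjusted p = 0.0353). The group's mean was 0.19, its median -0.02, and it did not pass as a whole (adjusted p = 0.724); adjusted over the list alone 8 were higher and 3 lower. The call of *gsk3β* ended with plain subtraction (adjusted p = 0.0555), with the scanner-processed signals (0.0726) and without any 1 array (0.0889 to 0.141), and with median centring its ratio was 0.03. Whether the lower sample was HER, as the study has it, or HF, as labelled, is open.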

Comparison of transcriptomes of beef breeds with dairy breed of cattle demonstrated lower level of *gsk3β* expression in beef breeds (Fig. 6, Supplementary Tables 2, 6). Functional analysis linked this gene with protein metabolism (Supplementary Table 2), both their synthesis and proteolysis (Fig. 4, Supplementary Table 3) and muscle organ development (Supplementary Table 5). Numerous previous studies have demonstrated that *gsk3β* inhibits the process of protein synthesis with concomitant stimulation of their degradation. The *gsk3β* overexpression restricts protein synthesis and expression of genes responsible for synthesis of muscle proteins, and thus hypertrophy of muscle fibers (Mohamed et al. 2010). Moreover, it has been presented that activation of the GSK3β signal pathway leads to elevated expression of proteolysis markers, myogenesis disruption, and to muscle loss (Shen et al. 2017). However, inhibition of GSK3β prevents muscle atrophy in mice (Shen et al. 2017) and guinea pigs (Verhees et al. 2013), and it further prevents development of myotonic dystrophy type 1 (DM1), eventually leading to skeletal muscle being characterized by higher fiber density, and normal fiber size (Wei et al. 2018). Other researchers also observed that GSK3β is a negative regulator of skeletal muscle growth, and its insufficiency stimulates myogenic differentiation and myotube formation (van der Velden et al. 2008; Ma et al. 2014).

The conducted transcriptomic analysis further indicated higher level of *sirt1* (sirtuin 1) expression in the muscle of LIM and HER bulls (Fig. 6, Supplementary Table 6). This gene was classified via functional analysis as participating in muscle organ development processes (Supplementary Table 5) and protein synthesis and proteolysis (Fig. 4, Supplementary Table 3). 

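The log2 ratio of *sirt1*, a NAD-dependent deacetylase gene, was 0.19 ± 0.25 (SD, n = 4, adjusted p = 0.371 from limma), positive on 3 of 4 arrays, at the brightest probe under the accession of the supplementary table. Other probes for *sirt1* were at 0.29 ± 0.16, 0.17 ± 0.15 and 0.06 ± 0.05 (SD, n = 4 for each), and none was called. At the first probe the ratio did not exceed the spread between arrays. With median centring the first probe was called, at 0.46 (adjusted p = 0.0302).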

Lee and Goldberg (2013) demonstrated that *sirt1* overexpression contributes to hypertrophy of mice muscles and it inhibits their atrophy through blocking proteolysis. The authors showed that *sirt1* activation stimulates muscle growth process in the post-natal period and inhibits expression of genes associated with muscle protein proteolysis, such as MuRF1 (known as *trim63*) and atrogin 1. The authors observed that as a result of *sirt1* overexpression, reduction of the protein degradation degree occurs and their synthesis is intensified, which resulted in increased muscle mass. Koltai et al. (2017) further observed that hypertrophy of muscles in rats was associated with elevated protein content and SIRT1 activity. On the other hand, reduced expression or inactivation of SIRT1 impedes activation of satellite cells and regeneration of skeletal muscles (Tang and Rando 2014; Ryall et al. 2015).

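The lysosomal protease genes *ctsf*, cathepsin F, and *ctsd*, cathepsin D, both had positive log2 ratios on 4 of 4 arrays, upward in HER by the study's tables and in HF by the labels. *Ctsf* was at 1.32 ± 0.46 (SD, n = 4, adjusted p = 0.0331 from limma), or 2.49-fold, and *ctsd* at 0.41 ± 0.29 (SD, n = 4, adjusted p = 0.120), which did not pass. Further probes for *ctsf* were at 1.27 and 0.48, and further probes for *ctsd* both at 0.42. Of 21 cathepsins and calpains measured, 2 were called higher, the other being *ctsw* at 0.63 ± 0.24 (SD, n = 4, adjusted p = 0.0471), and none lower; 7 were higher and 1 lower adjusted over the list alone. *Ctsa* (0.55) and *ctsb* (0.55) did not pass. The mean of the group was 0.24 (adjusted p = 0.163 from camera). On array 1 the mean was -0.07 against 0.32 to 0.36 on the others, and without array 1 the group was called at 0.34 (adjusted p = 0.0302; adjusted p = 0.930 over all arrays with an estimated correlation). The call of *ctsf* was lost without any 1 array (adjusted p = 0.0588 to 0.108), and with median centring *ctsd* and the group were called, at 1.19 and 0.81.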

Other genes, which may constitute important regulators of growth and development of skeletal muscles, and whose expression level was higher in beef breeds than in dairy breed, are *ctsd* (cathepsin D) and *ctsf* (cathepsin F) (Supplementary Table 2). The Pathway Studio software assigned *ctsd* to the protein synthesis and proteolysis process (Fig. 4, Supplementary Table 3). It is known that the loss of *ctsd* function has negative impact on the normal development and function of numerous tissues, including epithelium, nervous, and muscle tissue, as well as organs such as the brain, eye, heart, and intestines (Follo et al. 2011).

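The LIM domain genes *fhl2* and *fhl3* had log2 ratios of 0.69 ± 0.23 (SD, n = 4, adjusted p = 0.0412 from limma) and 0.70 ± 0.16 (SD, n = 4, adjusted p = 0.0323), each positive on 4 of 4 arrays, with the Cy5 sample being HER in the study's table and HF by the labels. Other probes for *fhl3* were at 0.80 and 0.85, and another for *fhl2* was at 0.23. Of 22 structural and costameric muscle proteins measured, 3 were called higher and none lower, *csrp1* being the other one, and 6 were higher and 2 lower adjusted over the list alone. Desmin, *des*, the intermediate filament of muscle, was at 0.71 ± 0.33 (SD, n = 4, adjusted p = 0.0532). The mean of the group was 0.23 (adjusted p = 0.373 from camera; adjusted p = 0.796 with an estimated correlation). Without any single array neither gene was called (adjusted p = 0.0701 to 0.131 for *fhl2* and 0.0569 to 0.113 for *fhl3*), nor was *fhl3* from the scanner-processed signals (0.0551); with median centring the group was called, at 0.95.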

Higher expression in the muscle tissue of LIM and HER bulls than in HF breed was demonstrated also for *fhl2* (four and a half LIM domains 2) and *fhl3* (four and a half LIM domains 3) genes, which are associated with the development of muscle organ (Supplementary Table 4). FHL2 and FHL3 belong to the FHL protein family (four and a half LIM domain proteins), which play the putative role in the development and growth control of animals and differentiation of cells. *Fhl2* and *fhl3* are subject to expression during myocardium and skeletal muscle development, both in prenatal and post-natal period; however, their expression in mature muscles is predominant and it indicates their significant role during the development and growth of muscles (Chu et al. 2000). Additionally, Martin et al. (2002) observed that C2C12 line cells exhibiting *fhl2* overexpression were characterized by elevated differentiation degree, accelerated formation of myotubes, and elevated expression of proteins characteristic of muscle fibers, suggesting that *fhl2* promotes myogenesis process.

## Conclusions

Comparison of transcriptomic profiles of fully differentiated skeletal muscle originating from 15-month-old bulls from various breeds with different performance enabled formulation of the following conclusions. Greater growths of muscle mass in bulls from beef breeds (LIM, HER) than in the dairy breed (HF) stem from the differences in protein transformations and are associated with elevated expression of genes stimulating synthesis and inhibiting degradation of proteins (*fst*, *sirt1*) and decreased expression of genes responsible for inhibition of synthesis and intensification of protein degradation (*mstn*, *smad2*, *hspa8*, *gsk3β*). Increased level of follistation expression and decreased myostatin expression level in skeletal muscles of beef breed bulls indicate the role of follistatin as antagonist of myostatin in the regulation of myogenesis, and it may play a significant role in stimulating development and growth of muscles in these breeds, and as a consequence greater gains of muscle mass. Moreover, the faster growth and development of muscle tissue in beef bulls can be associated with the elevated expression of *fhl2* and *fhl3* genes encoding FHL proteins (four and a half LIM domain proteins), playing putative role in the process of skeletal muscle differentiation including formation of myotubes and expression of proteins characteristic of muscle fibers. The genes identified in this study, involved in the regulation processes of growth and development of muscle tissue and protein metabolism processes in the tested cattle breeds, may be responsible for greater muscle mass gains in bulls from beef breeds and may constitute a new cattle selection tool towards highly efficient meat production, which may be of considerable economic importance.

## Electronic supplementary material

ESM 1 (DOCX 73 kb)

# Supplementary material for: Transcriptomic profile of semitendinosus muscle of bulls of different breed and performance
**Source:** J Appl Genet. 2020 Aug 26;61(4):581–92. doi: 10.1007/s13353-020-00577-1
**Supplement:** Supplementary file 1

**Supplementary Table 1** Primers used for Real-time qPCR

| **Gene**  **symbol** | **Accession number** | **Forward primer** | **Reverse primer** | **Annealing temp. (°C)** | **PCR product length** |
| --- | --- | --- | --- | --- | --- |
| *fst* | NM_175801 | 5'AGTCTGAGGAGCCTGTCTGTG3' | 5'CCTCCTCTTCCTCGGTGTCTT3' | 63 | 181 |
| *gsk3β* | NM_001101310 | 5'AAATACCACAGCAGCCTCAGA3' | 5'CTTTCCAATCGTGACCAGTGT3' | 60 | 167 |
| *hspa8* | NM_174345 | 5'AGACTTGCTGCTGTTGGATGT3' | 5'GCAGGTTGTTATCCTTGGTCA3' | 60 | 200 |
| *mstn* | NM_001001525 | 5'CACTGGTGTGGCAAGTTGT3' | 5'CTTCTGCTCGCTGTTCTCA3' | 58 | 218 |
| *sirt1* | NM_001192980 | 5'TGTTGGGAGGACTTGGTGTA3' | 5'ATGTTGGGGAAAGGTCTGAG3' | 58 | 250 |
| *smad2* | NM_001046218 | 5'AGCAGAATACCGAAGGCAGA3' | 5'TGATGGGACTTGATTGGTGA3' | 58 | 163 |
| *tgf-β2* | NM_001113252 | 5'ACATCATCCCCAACAAAAGCG3' | 5'TCAAGTCTGTAGGAGGGCAAC3' | 60 | 205 |
| *gapdh* | NM_001034034 | 5'GTTTGTGATGGGCGTGAACC3' | 5'GTCTTCTGGGTGGCAGTGAT3' | 58 | 198 |

**Supplementary Table 2** List of differentially expressed genes associated with protein metabolism processes (*Panther;* FC≥1.3, FC - Fold change; p≤0.05, n=4 for each breed; R - Regulation, direction of expression change was marked with arrow up (increase of expression) and arrow down (expression decrease)

**Supplementary Table 3** Classification presenting involvement of the differentially expressed genes in protein metabolism processes (*Pathway Studio)*

| **Biological Processes** | **Count** | **Gene symbol** |
| --- | --- | --- |
| protein synthesis | 36 | *apbb1, apex1, bmpr1a, ccng1, cfb, csgalnact2, ctsd, ddit4, dlc1, dyrk1a, eif4e2, eif6, fbp1, fst, gsk3b, hbs1l, hif1a, hspa8, klf4, map3k5, mstn, myc, prelp, prep, prkaa1, rps12, sepn1, sirt1, slc25a4, smad2, sox17, tgfb2, tgfbi, trim63, ucp3, vrk1* |
| proteolysis | 33 | *adamts1, apbb1, apex1, bcl2l1, c3, cast, cdc34, cdh13, cfb, ctsd, det1, dlc1, fermt2, fst, galnt1, gsk3b, hif1a, hspa8, id1, il1rl1, irak2, lum, masp1, mbtps2, mstn, myc, pard6a, prep, rhbdd1, sirt1, smad2, tgfb2, trim63* |

**Supplementary Table 4** List of differentially expressed genes associated with muscle organ development (*Panther;* FC≥1.3, FC - Fold change; p≤0.05, n=4 for each breed; R - Regulation, direction of expression change was marked with arrow up (increase of expression) and arrow down (expression decrease)

| **No.** | **Gene symbol** | **Description** | **LIM vs. HF** | | | **HER vs. HF** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **FC** | **R** | **p-value** | **FC** | **R** | **p-value** |
| 1 | *adamts1* | Bos taurus ADAM metallopeptidase with thrombospondin type 1 motif, 1 (ADAMTS1), mRNA [NM_001101080] | 2,81 | ↑ | 1,16E-02 | 1,32 | ↑ | 7,44E-04 |
| 2 | *csrp2* | Bos taurus cysteine and glycine-rich protein 2 (CSRP2), mRNA [NM_001038183] | 1,73 | ↑ | 3,13E-02 | 2,14 | ↑ | 4,13E-02 |
| 3 | *myo1d* | Bos taurus myosin ID (MYO1D), mRNA [NM_001075838] | 1,70 | ↑ | 1,09E-02 | 1,71 | ↑ | 4,24E-02 |
| 4 | *fhl2* | Bos taurus four and a half LIM domains 2 (FHL2), mRNA [NM_001046046] | 1,62 | ↑ | 6,57E-03 | 1,77 | ↑ | 7,56E-03 |
| 5 | *fhl3* | Bos taurus four and a half LIM domains 3 (FHL3), mRNA [NM_001034223] | 1,41 | ↑ | 2,35E-02 | 1,78 | ↑ | 1,29E-03 |
| 6 | *csrp1* | Bos taurus cysteine and glycine-rich protein 1 (CSRP1), mRNA [NM_001083771] | 1,36 | ↑ | 2,43E-02 | 1,56 | ↑ | 6,48E-04 |
| 7 | *cdh13* | Bos taurus cadherin 13, H-cadherin (heart) (CDH13), mRNA [NM_001035277] | 1,79 | ↓ | 5,65E-04 | 1,57 | ↓ | 4,88E-02 |
| 8 | *fblim1* | Bos taurus filamin binding LIM protein 1 (FBLIM1), mRNA [NM_001076955] | 1,79 | ↓ | 8,83E-03 | 1,40 | ↓ | 3,70E-02 |

**Supplementary Table 5** Classification presenting involvement of the differentially expressed genes in biological processes associated with muscle organ development (*Pathway Studio)*

| **Biological Processes** | **Count** | **Gene symbol** | **p-value** |
| --- | --- | --- | --- |
| transforming growth factor beta receptor signaling pathway | 14 | *ptprk; smad2; ltbp2; tfdp2; col3a1; tgfbr3; pard6a; id1; bmpr1a; mstn; ppm1a; myc; tgfb2; fermt2* | 2,82E-07 |
| positive regulation of smooth muscle contraction | 4 | *c4a; ptgs1; npnt; sphk1* | 4,25E-04 |
| TGFBR | 3 | *bmpr1a; bmpr2; tgfbr3* | 1,79E-03 |
| regulation of transforming growth factor beta2 production | 2 | *hif1a; tgfb2* | 2,18E-03 |
| negative regulation of cell growth | 9 | *btg1; sirt1; bmpr2; rrad; fbp1; tgfb2; ip6k2; sox17; apbb1* | 2,29E-03 |
| cell proliferation | 17 | *gsk3b; pdk1; ascc3; six2; osmr; tgfbi; bcl2l1; bak1; myc; tgfb2; cfb; uhrf2; il2ra; tacc2; gab1; ddit4; bin1* | 3,47E-03 |
| regulation of cell proliferation | 10 | *tcf7; tes; sirt1; hif1a; bmpr2; sparc; ptgs1; nfkbia; tgfb2; klf4* | 4,47E-03 |
| cardiac muscle cell proliferation | 3 | *tgfbr3; foxs1; tgfb2* | 4,72E-03 |
| skeletal muscle atrophy | 2 | *mstn; trim63* | 5,32E-03 |
| negative regulation of transforming growth factor beta receptor signaling pathway | 5 | *smad2; sirt1; tgfbr3; aspn; ppm1a* | 1,28E-02 |
| negative regulation of muscle hypertrophy | 1 | *mstn* | 1,93E-02 |
| negative regulation of skeletal muscle tissue growth | 1 | *mstn* | 1,93E-02 |
| negative regulation of cell proliferation | 16 | *podn; smad2; tes; btg1; eef1e1; cdh13; bak1; tgfb2; adamts1; pawr; ptprk; aldh1a2; dlc1; il1rl1; ptges; klf4* | 2,13E-02 |
| positive regulation of smooth muscle cell migration | 3 | *camk2d; f3; mmp1* | 2,16E-02 |
| positive regulation of cardiac muscle hypertrophy | 2 | *camk2d; adk* | 2,17E-02 |
| Actomyosin based movement | 4 | *actg1; myo1d; dysf; cdk2ap1* | 2,57E-02 |
| cell growth | 4 | *tgfbr3; ccng1; tgfb2; slc3a2* | 2,88E-02 |
| response to muscle activity | 2 | *hif1a; mstn* | 2,91E-02 |
| negative regulation of smooth muscle cell migration | 2 | *trib1; apex1* | 3,32E-02 |
| positive regulation of skeletal muscle cell proliferation | 1 | *sepn1* | 3,83E-02 |
| negative regulation of muscle hyperplasia | 1 | *klf4* | 3,83E-02 |
| myoblast differentiation | 2 | *cast; csrp2* | 4,66E-02 |

**Supplementary Table 6** List of differentially expressed genes associated with muscle organ development (*Pathway Studio;* FC≥1.3, FC - Fold change; p≤0.05, n=4 for each breed; R - Regulation, direction of expression change was marked with arrow up (increase of expression) and arrow down (expression decrease)

How the deposited data were processed for this re-analysis (not part of the article)

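Gene expression in the semitendinosus muscle of 15-month-old bulls was measured on 4 dual-colour Agilent bovine arrays, each of 1 HER bull and 1 HF bull, with 4 bulls per breed and all arrays on 1 slide. There was thus no batch to set as a block. Replicate 1 to replicate 4 are the arrays. The LIM arrays were not among the files, so the values cover the HER part of each comparison alone.

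The intensity values were deposited as scanner output: per the file headers, Agilent's Feature Extraction software read the median signal and the median local background of each spot with no correction, and made the processed signals by background subtraction, spatial detrending and linear plus lowess dye normalization. The log10 values of the series table, as deposited, were the log10 ratios of Cy5 over Cy3 of the same processed signals, with a largest difference of 0 and a median of 0 on every array and no centring added. The software had set 7.41% to 12.2% of the log ratios per array to 0. The methods name GeneSpring for the statistics, and the paper's text does not name the normalization. Spots of the array design had been annotated against the bovine build Btau_3.1.

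The design set before the data were examined called for mean signals. The files hold no mean signals, so median signals were used in their place. Background was corrected by normexp with an offset of 50, each array was normalized by loess with control spots at weight 0, spots with an outlier mark (7 to 14 per array) were left out and spots of 1 probe were averaged. Probes needed to be well above background in at least 1 channel on all 4 arrays and to have values on at least 3 arrays. Log2 ratios were tested against 0 with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with data.table 1.17.8 and statmod 1.5.0. Probes were called at a Benjamini-Hochberg adjusted p under 0.05, and the study's criterion was an unadjusted p of at most 0.05 with a fold change of at least 1.3. The design set log2 of HER over HF, but the labels and the study's tables give opposite breeds to the dyes, so log2(Cy5/Cy3) is given in its place.

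Probes were named through their reference accession (23492 probes) or through an accession of the supplement (24 accessions). The rule for named genes covered the genes the paper names, the 10 genes with the largest called rise and the 10 with the largest called fall, and up to 4 members of each list or supplementary table with the smallest p. Values in the paper's tables had been seen when it was set. Each gene was represented by the brightest probe under its accession in the supplementary tables, which name no probes, or else by its brightest probe, and the genes with the largest called rise or fall by the probe with that change. Other genes are named where their group had few calls, after their values were seen.

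Gene lists numbering 30, with symbols fixed before the data were examined, were tested by camera with a preset correlation of 0.01, and again with an estimated correlation and by fry, over members with a value on every array. They covered slow-fibre and fast-fibre contractile genes, glycolysis, oxidative phosphorylation, fatty acid oxidation, adipocytes, extracellular matrix, tendon, complement, immediate early genes, heat shock proteins, muscle atrophy, the proteasome, cathepsins and calpains, ribosomal proteins, translation factors, myostatin and TGFβ signalling, insulin and IGF signalling, myogenic regulators, structural muscle proteins, endothelial cells, macrophages and lymphocytes, blood, Schwann cells, smooth muscle, proliferation, the circadian clock, interferon and MHC class I genes, hypoxia, and the factors the discussion names. Genes of the supplementary tables were matched by accession, and 20 of 146 were not matched. With an estimated correlation, camera takes its degrees of freedom from the 4 arrays, so that a list could hardly be called there.

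The alternatives set before the data were examined were no background correction, plain subtraction, the scanner-processed signals, the series table, median centring, no filter and a stricter filter on dim probes, an intensity trend with a robust prior, the methods' t-test, a separate-channel fit, no fold-change threshold, the mean over all probes of a gene, and leaving out each array in turn. The mean over all probes was planned for the gene lists, and for the genes of the supplementary tables it was added after the data were seen. A correction for probe GC content was not run because the files give no probe sequences. The precision is limited by the number of arrays.

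The procedure was tested on simulated data of 32606 probes. Of probes changed 1.5-fold, 2-fold and 4-fold, 8.96%, 43.3% and 83.3% were called, all with the true sign, and 6 of 32364 unchanged probes were called. The methods' t-test called 1.49%, 2.99% and 22.7%, and the separate-channel fit 43.3%, 40.3% and 68.2% with 99 of 32348 unchanged probes. In a simulation of the lists the shifted list of 42 genes was called and none of the others. In the data themselves, sign patterns with arrays turned called up to 12 of the 30 lists. False list calls in the data may therefore be more frequent than in the simulation.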

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

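The tests of explanations weighed here were chosen after the result was seen, apart from the count of called probes under other sign patterns. The tests of the fixed gene lists and their alternatives had been set in advance.

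The first pattern was the 1078 probes called between the Cy5 and the Cy3 samples. Only 8 sign patterns of the 4 arrays exist, too few for a share under 0.05; the real orientation (1 of 8) gave 1078 called probes against at most 0 in the others, 4707 probes at the study's criterion (1 of 8) against at most 1284, and 7 gene lists against at most 12, with 4 of 8 patterns calling at least as many lists. A dye effect on single probes was argued against by other probes of the called genes: of 236 that lay over 2 log2 units apart in level, 212 (89.8%) had the called sign, where 50.6% would by chance. A difference of the breeds stays open, as does a difference of the dyes common to all probes of a gene, since no array had the dyes exchanged.

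The second pattern was the sign of the log ratios, which by the dye labels opposes the study's tables. Exchanged colour columns in the files were argued against by the spike-in controls, whose observed log ratios rose with the expected ones with a slope of at least 0.907 on every array. The study's qPCR and its Western blot of myostatin do not involve the Cy3 and Cy5 labels of the arrays. Of the 7 qPCR genes, 6 ran with Cy5 over Cy3 (3 of 7 with median centring, 7 of 7 without replicate 3). Among them *fst* went upward and *mstn* downward after loess and with median centring. A shift of the reference *gapdh* in 1 direction could not produce both. These are consistent with breeds exchanged in the sample labels. They are the study's own statements on genes it took from its arrays, with no values among the files, so that exchanged labels and an exchange within the study's analysis cannot be told apart here.

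The third pattern was the higher immediate early (1.11), complement (0.84) and muscle atrophy genes (0.57) in the Cy5 sample, whose calls were all lost with an estimated correlation (adjusted p = 0.661 for each). That setting takes its degrees of freedom from the 4 arrays, and its lowest adjusted p over the 30 lists was 0.661. The lost calls therefore cannot tell correlation between genes from the small number of arrays. A larger share of all non-muscle cells alike was argued against for the immediate early and the complement genes, because the medians of all 8 marker lists of other cell types and tissues lay below theirs by more than the SD of the markers, though for the complement genes those of 7 without replicate 1 and 6 without replicate 2. For the atrophy genes 1 of the 8 lay as far below, or 3 over members with a value on every array, so that this explanation cannot be told apart from others there. A larger share of macrophages and lymphocytes alone was argued against for the immediate early genes. The median of the 18 measured markers of these cells, 0.21, lay below the immediate early median of 1.10 by more than their SD of 0.56. All 8 marker lists lay as far below in every alternative run for this test. For the complement and atrophy genes a larger share of these cells cannot be told apart from other explanations. Their markers went from -1.30 to 0.74 at a mean of 0.15 after loess and 0.29 with the scanner-processed signals. Over all probes of a gene the mean was 0.22, and they were called (adjusted p = 0.0487 against 0.107 to 0.796 over the other alternatives). A difference of the breeds stays open and was not tested apart, and genes of glucocorticoid response are given among the other observations.

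Single arrays that stood far from the others were found for 11 of 178 items, where 9 would be found by chance, with replicate 1 standing apart in 5, replicate 2 in 2, replicate 3 in 1 and replicate 4 in 3. *Gapdh* was at 1.48 on replicate 2 and 0.59 to 0.64 on the others. *Myl2* was at 2.43 on replicate 1 (-0.25 to 0.04 on the others), and slow-fibre contractile genes were at 1.48 there (-0.85 to -0.46). *Sdhb* was at 0.83 on replicate 1 (0.35 to 0.40), *arntl* at -1.15 (0.82 to 1.14) and cathepsins and calpains at -0.069 (0.32 to 0.36). *Tgfbr3* was at 1.74 on replicate 2 (0.75 to 0.81) and *gadd45b* at 1.00 on replicate 3 (1.82 to 1.93). On replicate 4, *masp1* was at 1.20 (at most 1.03 on the others), *hbb* at 0.86 (0.11 to 0.22) and *bhlhe41* at 0.56 (-0.65 to -0.50).

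Among gene groups that the paper did not test as groups, hypoxia genes were also higher (0.53), as were proteasome subunits (0.16), and heat shock proteins were lower after loess (-0.27) and at 0.42 with median centring; every such call was lost with an estimated correlation. Single genes outside those the paper discusses were *cebpd* (3.57), *cd5l* (2.07), *retreg1* (1.95), *art3* (1.80), *klf15* (1.72) and *nfkbia* (1.69), higher in Cy5. *Mettl21e* (-2.86), *mchr1* (-2.86), *col1a1* (-2.05), *extl1* (-1.77), *chn1* (-1.68), *cwc25* (-1.62), *mtmr2* (-1.52) and *myl3* (-1.50) were lower. *Cwc25* and *mtmr2* ran alike over the arrays, and whether they are separate changes was not tested. *Asip* had a fitted log2 ratio of -1.63 at its called probe, which is no size because the Cy5 signal there was not well above background.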

How the results depend on the processing

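All alternatives but 1, the mean over all probes for the listed genes, chosen after seeing the data, were set in advance. Called probes numbered 1391 without background correction, 1512 with plain subtraction, 1392 with the scanner-processed signals and the series table alike, 930 without the filter on dim probes and 1299 with a stricter one. The count moved to 10724 with median centring, 1666 with a trend and robust prior, 0 in the methods' t-test (5938 probes at its unadjusted threshold, against 8044 in limma) and 3198 in the separate-channel fit, and it was 5 to 115 without single arrays. At the study's criterion it moved to 7556 with plain subtraction, 8078 with the scanner-processed signals and 8078 with the series table, 13500 with median centring, 2887 in the methods' t-test and 8044 without a fold-change threshold, and was 4157 to 5419 without single arrays. Among the genes listed by the study, 69 were called with median centring, 0 in the methods' t-test, 84 in the separate-channel fit and 0 to 6 without single arrays. Median centring called 3 of the factors the discussion names. Of the gene lists, 7 were called, 0 with an estimated correlation, 5 to 9 without single arrays, 10 with median centring (10 higher and 0 lower, against 5 and 2) and 10 over all probes of a gene. Of the 126 measured genes of the study's tables, 126 had its sign over all probes.

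Among results called in 1 of the 2 fits, the direction changed with median centring alone, which left the median of the tested probes at 0.24. Called after loess alone were heat shock proteins (0.42 with median centring), *hspa8* (0.11), *gsk3β* (0.032), *fermt2* (0.027) and *etfdh* (0.15), and called with median centring alone oxidative phosphorylation (0.83, by the direction of its test), *myod1* (0.61), *rps6* (0.73) and *eif5a* (0.62). Among named genes not called after loess, 24 changed sign with median centring, 3 without each of replicates 1, 2 and 3, and 1 with the scanner-processed signals and the series table alike. The list of discussion factors, at -0.26, was at 0.32 with median centring, without a call. The cause was not tested for any of these changes, apart from the fewer arrays left where 1 was removed. The rise from loess to median centring grew with signal level among the following genes. *Bmpr2*, at a mean log2 Cy5 signal of 7.43, went from -0.15 to 0.03. *Gsk3β* (9.90) went from -0.57 to 0.03, *hspa8* (14.2) from -0.71 to 0.11 and *gapdh* (18.1) from 0.84 to 1.83. For these genes the normalizations thus differed by a trend with signal level. Of 895 settings of the 64 called named genes, 891 kept the sign. Of these genes, 45 were called in no fit without 1 array and 2, *cebpd* and *retreg1*, in every such fit. The lists were not run in the methods' t-test or the separate-channel fit, and the correction for GC content was not run. Signals close to the background limited the dim genes, with 65.2% to 76.3% of the Cy3 spots well above it.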

Differences from the paper's values

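On the scale of Cy5 over Cy3, which is opposite to the dye labels, 123 of 126 measured genes of the supplementary tables had the paper's sign at the brightest probe under the table's accession (85 with median centring), and 88 of the 126 had it and lay within the SD of the paper's size. The other 38 were all smaller in size here than in the paper, 3 of them with the opposite sign. In the simulated data, changes of 2-fold and 4-fold had median log2 sizes of 0.81 and 1.77, below the true ones. The rule follows the SD of each gene, so that *fbp1*, at 2.08 ± 1.38 (SD, n = 4) against the paper's 3.12, counts as within it. The 38 genes, named after their values were seen because they differ, are given with the paper's fold changes as log2 values of HER over HF beside log2(Cy5/Cy3). *Apbb1* was at 0.37 against the paper's 0.65, *bak1* at -0.14 against the paper's -0.64, *bmpr1a* at -0.18 against the paper's -0.66, *bmpr2* at -0.15 against the paper's -0.75, *cct6a* at -0.32 against the paper's -0.62, *cdk16* at -0.048 against the paper's -0.63, *il2ra* at 0.080 against the paper's 1.29, *npepps* at -0.19 against the paper's -0.65, *pias2* at -0.016 against the paper's -0.40, *ppp2r5e* at -0.16 against the paper's -0.75, *prkaa1* at -0.18 against the paper's -0.70, *slc25a39* at 0.10 against the paper's -0.56, *slc25a4* at -0.10 against the paper's -0.44, *smad2* at 0.057 against the paper's -0.40, *tacc2* at -0.33 against the paper's -0.44, *tbk1* at -0.30 against the paper's -0.58, *tlk1* at -0.25 against the paper's -0.89, *ube2e3* at 0.013 against the paper's -0.43 and *zmynd8* at -0.035 against the paper's -1.20. None of the 14 alternatives set before the data were examined, all at the same probe, brought these genes within the SD. *Kat5* was at 0.62 against the paper's 0.98 and *selenon* at 0.25 against the paper's 0.58, reached with median centring and not with the others. *Grk1* was at -0.25 against the paper's -0.42, *hspa8* at -0.71 against the paper's -0.97, *ptprk* at 0.54 against the paper's 1.51 and *ttll7* at -0.71 against the paper's -1.11, reached with the scanner-processed signals and the series table and not with the others. *Csrp1* was at 0.57 against the paper's 0.64, *eif4e2* at -0.25 against the paper's -0.46, *pard6a* at 0.28 against the paper's 0.62, *pawr* at 0.21 against the paper's 0.58 and *wnk4* at 0.36 against the paper's 0.79, reached with plain background subtraction, the scanner-processed signals and the series table and not with the others. *Ptpn13* was at 0.60 against the paper's 0.93, *tpst1* at 0.53 against the paper's 0.77 and *vrk1* at 0.29 against the paper's 0.54, reached with plain background subtraction, the scanner-processed signals, median centring and the series table and not with the others. *Map3k5* was at 0.60 against the paper's 0.99 and *rhbdd1* at 0.33 against the paper's 0.48, reached with no background correction, plain background subtraction, the scanner-processed signals, median centring and the series table and not with the others. *Dstn* was at 0.37 against the paper's 0.53, reached with plain background subtraction, the scanner-processed signals, the series table, leaving out replicate 1 and leaving out replicate 2 and not with the others. *Adprs* was at 0.49 against the paper's 0.57, reached with no background correction, plain background subtraction, the scanner-processed signals, the series table, leaving out replicate 1, leaving out replicate 2 and leaving out replicate 3 and not with the others. *Cfb* was at 1.54 against the paper's 2.30, reached with no background correction, plain background subtraction, the scanner-processed signals, median centring, the series table, leaving out replicate 1, leaving out replicate 2 and leaving out replicate 3 and not with the others. *Pawr* and *pias2* had no value with the stricter filter on dim probes.

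The tables name no probes, so the paper's probe is not known. Of the 38 genes, 28 had other probes, and 14 of these had 1 or more within its SD of the paper's value, a comparison chosen after seeing the values. The closest were *bmpr1a* at -0.52, *cct6a* at -0.66, *cdk16* at -0.48, *hspa8* at -0.99, *npepps* at -0.68, *ppp2r5e* at -0.59, *prkaa1* at -0.44, *slc25a39* at -0.38, *slc25a4* at -0.48, *smad2* at -0.30, *tacc2* at -0.37, *tbk1* at -0.44, *ube2e3* at -0.34 and *zmynd8* at -1.02. Over the mean of all probes of a gene, also chosen after seeing the values, 126 of 126 genes had the paper's sign, and 70 lay beyond the SD, *hspa8* no longer among them and 33 others added.

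Other probes of the 3 genes with the opposite sign had the paper's sign: *smad2* at -0.30, *slc25a39* at -0.38 to -0.10 and *ube2e3* at -0.34 to -0.01, none of them called. The paper's count of transcripts differing between HER and HF is about 3800 in Fig. 1, read by eye, and 4707 probes met the paper's stated thresholds here with limma's p, 2887 in the methods' t-test and 8078 with the scanner-processed signals.

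The paper gives *sirt1*, *bmpr1a*, *bmpr2*, *ctsd* and *tgf-β2* as changed, with the direction of Cy5 over Cy3 here. None of them was called in limma, but *ctsd* and *tgf-β2* met the study's criterion at the probes used here. Another *bmpr1a* probe, at -0.52 (adjusted p = 0.0606), met it as well. Median centring called *sirt1* (0.46, adjusted p = 0.0302 against 0.286 to 0.706 over the other alternatives) and *ctsd* (1.19, adjusted p = 0.00260 against 0.0552 to 0.301), the separate-channel fit called *tgf-β2* (adjusted p = 0.0386 against 0.0619 to 0.738), and no alternative called *bmpr1a* or *bmpr2*. *Smad2*, which the paper gives as lower, was called only with median centring and in the opposite direction (0.58).

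The paper used *gapdh* as the reference of its qPCR. On the arrays *gapdh* was at 0.84 ± 0.43 (SD, n = 4), higher in Cy5 on 4 of 4 arrays, with an adjusted p of 0.0562. It met the study's criterion, and it was called with median centring (1.83), with the stricter filter (adjusted p = 0.0494), with a trend and robust prior (0.0467) and in the separate-channel fit (0.0166). Its 7 other probes were at 0.15 to 0.86, and 2 of them were called.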

Other observations

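The test of genes of glucocorticoid response, in the last paragraph, was chosen after the result was seen. Immediate early and stress-induced genes were the group with the smallest p. Of 32 measured, 11 were called higher in the Cy5 sample and none lower, and 20 were higher adjusted over the list alone, with a mean log2 ratio of 1.11 (adjusted p = 6.24e-09 from camera; adjusted p = 0.661 with an estimated correlation). Among them were the zinc finger genes *klf6* at 1.23 and *klf4* and the stress sensor gene *gadd45b* at 1.65. Of 20 complement genes, 6 were called higher and none lower, and 14 were higher adjusted over the list alone, at a mean of 0.84 (adjusted p = 3.41e-07; adjusted p = 0.661 with an estimated correlation), with the C1 inhibitor gene *serping1* at 1.29 beside *c4a*, *masp1* and *cfd*. Of 14 hypoxia genes, 5 were called higher and none lower, and 8 were higher and 1 lower adjusted over the list alone, at a mean of 0.53 (adjusted p = 0.0120; adjusted p = 0.661 with an estimated correlation). They were *ndrg1* at 1.36, adrenomedullin (*adm*) at 1.51, *bnip3*, *ankrd37* at 0.59 and the glucose transporter gene *slc2a1* at 1.12. The study's tables hold 6 of the immediate early, 5 of the complement and 2 of the hypoxia genes.

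Groups of fibre type and energy metabolism did not pass the test over the 4 arrays. Slow-fibre genes had a mean of -0.10 (adjusted p = 0.622, 10 genes, *myl3* called lower) with 1.48 on replicate 1. Without replicate 1 they were called at -0.63 (0.000720, against 0.979 over all arrays with an estimated correlation). Fast-fibre genes had a mean of 0.01 with a median of 0.24 (0.868, 12 genes, none called). Glycolysis was at -0.04 (0.896, 14 genes), with the glycogen debranching enzyme gene *agl* called lower at -0.93, and oxidative phosphorylation at 0.02 with a test direction downward (0.947, 55 genes, none called). Glycolysis turned to 0.08 without replicate 1 or 3 and fast-fibre genes to -0.10 without replicate 2, neither of them called. Fatty acid oxidation was at -0.15 (0.238, 25 genes), with *etfdh* called lower at -0.50. Without replicate 1 this group was called at -0.23 (0.0254, against 0.930 over all arrays with an estimated correlation). Adipocyte genes were at -0.07 (0.373, 23 genes), with *cfd* and the lipase gene *pnpla2*, at 1.08, called higher. Extracellular matrix genes were at -0.23 with a median of 0.04 (0.349, 29 genes). Without replicate 2 they were called at -0.36 (0.0244, against 0.979 over all arrays with an estimated correlation). Of these genes *prelp* was called higher, and *col1a1*, *col3a1* and *sparc*, at -1.34, were called lower. Adjusted over the list alone, 0 slow-fibre genes were higher and 1 lower, 3 fast-fibre genes higher and 3 lower, 1 glycolysis gene higher and 2 lower, 6 oxidative phosphorylation genes higher and 3 lower, 0 fatty acid genes higher and 2 lower, 2 adipocyte genes higher and 1 lower, and 2 matrix genes higher and 9 lower. With median centring the means of the groups below 0 here, of smooth muscle and of tendon genes were all above 0.

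Myogenic regulators were at 0.00 (0.694, 17 genes, none called), tendon genes at -0.31 (0.373, 6 genes, none called; -0.04 without replicate 1), endothelial genes at 0.15 (0.483, 14 genes, none called), macrophage and lymphocyte genes at 0.15 (0.305, 18 genes, none called; 0.22 and called over all probes of a gene, 0.0487; 0.796 with an estimated correlation), blood genes at 0.08 (0.868, 5 genes, none called) and Schwann cell genes at 0.08 (0.947, 6 genes, none called). Endothelial genes moved to 0.07 without replicate 1, blood genes to 0.01 without replicate 4 and Schwann cell genes to 0.18 without replicate 3, all uncalled. Smooth muscle genes were at -0.08 (0.373, 10 genes) with *cnn1* called lower at -0.79. Proliferation genes were at 0.09 (0.373, 10 genes, none called) and interferon and MHC class I genes at 0.31 (0.159, 18 genes, none called). The latter were called over all probes of a gene at 0.40 (0.0191) and without replicate 2 at 0.53 (0.00131). Over the other alternatives the values were 0.131 to 0.930, the highest with an estimated correlation. Circadian genes were at 0.10 (0.947, 9 genes), with *nr1d1* called higher at 0.70 and *hlf* lower at -0.41. Adjusted over the list alone, 4 macrophage and lymphocyte genes were higher and 1 lower, 1 smooth muscle gene higher and 1 lower, 1 circadian gene higher and 1 lower, 1 interferon or MHC gene higher and 1 tendon gene lower, and no gene of the other groups passed. Values in parentheses are adjusted p from camera.

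A candidate explanation of the higher immediate early, complement and muscle atrophy genes is exposure to glucocorticoids. Of 25 genes that glucocorticoids induce, 10 measured ones lay in no fixed list and had a mean log2 ratio of 0.10 with an SD of 0.84 over the genes, *errfi1* (0.75) and *arrdc2* (1.18) being called higher and none lower. Of the others, *glul* (0.66), *maoa* (0.49), *hif3a* (0.15) and *klf9* (0.06) lay above 0, and *tsc22d3* (-0.04), *zbtb16* (-0.04), *crispld2* (-0.30) and *angptl4* (-1.91) below. Over all 20 measured, 10 of which lie in the fixed lists, the mean was 0.37, with 14 above 0, 3 called higher and p = 0.00778 in camera (p = 0.164 with an estimated correlation), but those 10 are no independent test where they belong to the pattern. The 10 outside the lists went both ways and did not pass in camera (p = 0.175; p = 0.345 with an estimated correlation), so that the explanation cannot be told apart from others.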
